# Induced Torpor as a Countermeasure for Low Dose Radiation Exposure in a Zebrafish Model

**DOI:** 10.3390/cells10040906

**Published:** 2021-04-14

**Authors:** Thomas Cahill, Willian Abraham da Silveira, Ludivine Renaud, Tucker Williamson, Hao Wang, Dongjun Chung, Ian Overton, Sherine S. L. Chan, Gary Hardiman

**Keywords:** torpor, countermeasure, space, radiation, zebrafish, metabolism, temperature, signalling pathways, transcriptome, bioinformatics

## Abstract

The development of the Artemis programme with the goal of returning to the moon is spurring technology advances that will eventually take humans to Mars and herald a new era of interplanetary space travel. However, long-term space travel poses unique challenges including exposure to ionising radiation from galactic cosmic rays and potential solar particle events, exposure to microgravity and specific nutritional challenges arising from earth independent exploration. Ionising radiation is one of the major obstacles facing future space travel as it can generate oxidative stress and directly damage cellular structures such as DNA, in turn causing genomic instability, telomere shortening, extracellular-matrix remodelling and persistent inflammation. In the gastrointestinal tract (GIT) this can lead to leaky gut syndrome, perforations and motility issues, which impact GIT functionality and affect nutritional status. While current countermeasures such as shielding from the spacecraft can attenuate harmful biological effects, they produce harmful secondary particles that contribute to radiation exposure. We hypothesised that induction of a torpor-like state would confer a radioprotective effect given the evidence that hibernation extends survival times in irradiated squirrels compared to active controls. To test this hypothesis, a torpor-like state was induced in zebrafish using melatonin treatment and reduced temperature, and radiation exposure was administered twice over the course of 10 days. The protective effects of induced-torpor were assessed via RNA sequencing and qPCR of mRNA extracted from the GIT. Pathway and network analysis were performed on the transcriptomic data to characterise the genomic signatures in radiation, torpor and torpor + radiation groups. Phenotypic analyses revealed that melatonin and reduced temperature successfully induced a torpor-like state in zebrafish as shown by decreased metabolism and activity levels. Genomic analyses indicated that low dose radiation caused DNA damage and oxidative stress triggering a stress response, including steroidal signalling and changes to metabolism, and cell cycle arrest. Torpor attenuated the stress response through an increase in pro-survival signals, reduced oxidative stress via the oxygen effect and detection and removal of misfolded proteins. This proof-of-concept model provides compelling initial evidence for utilizing an induced torpor-like state as a potential countermeasure for radiation exposure.

## 1. Introduction

### 1.1. Expanding the Human Footprint

The first crewed Apollo mission to the moon in 1969 represented a historical milestone in scientific achievement and human exploration, taking humans on a 3-day journey to our closest celestial neighbour. This endeavour faced massive challenges including engineering of the Space Launch System, performing a safe landing on the lunar surface and programming electrical systems using relatively primitive computational power compared to today’s standards. Over a half century later NASA announced its plans to land the first woman on the moon by 2024, and to develop a sustainable lunar presence by 2028 involving the use of a manned lunar orbiter that will serve as gateway to the surface with lunar landers. Our presence on the moon will serve as a testing bed to develop new technologies that will extend our footprint across the solar system, eventually taking us to Mars in the 2030s [1]. While technology and computing power is much more advanced today, returning to the moon and onward to Mars present a new set of obstacles. 

### 1.2. The Challenges of Spaceflight

Mars, at its nearest distance from Earth is much further than the moon at between 57.6 million or 249 million km depending on the alignment with Earth. A Mars mission that takes advantage of close orbital alignments would involve a ~200 day transit there, a proposed ~500 day stay and a ~200 day return journey [2]. The long duration of these missions with increased distance from earth and prolonged exposure to environmental stressors impose new technical and physiological challenges that must be countered to warrant a successful mission while ensuring crew health and safety. Two of the key obstacles for long-term space exploration include accessibility of food, water and oxygen and exposure to high radiation levels [3,4]. Accessibility of food, water and oxygen becomes challenging for longer term interplanetary travel as resupply missions are made difficult by the changing orbital distances between planets. These missions must therefore be less dependent on Earth. They will require provision for enough resources for the duration of the mission. Alternatively technologies that can mitigate the need for resupplies must be developed [5]. Studies evaluating the efficacy of different shielding materials against space radiation have found secondary radiation is produced upon impact and can contribute to radiation exposure. While these studies revealed that lower atomic mass materials such as hydrogen reduced the number of secondary radiation particles, shielding poorly attenuates high energy galactic cosmic rays [6].

Therefore, emphasis needs to be placed on developing viable countermeasures against the harmful effects of ionising radiation during space travel. At the cellular level, irradiated cells enter the DNA damage-dependent cell cycle arrest in an attempt to re-establish chromosome integrity [7]. Ionising radiation also produces short-lived free radicals including reactive oxygen and nitrogen species as well as changes in redox signalling linked to disruption of metabolic processes that persist long after the radiation exposure [8]. 

### 1.3. Effects of Radiation on the GIT

Cells of the GIT are particularly radiosensitive, a quality arising from their rapid proliferation rate [9]. The key event in the pathophysiology of intestinal radiation toxicity is enterocyte depletion, with possible vascular damage at higher radiation doses [10]. In the longer term, tissue remodelling after the radiation damage alters the structure, motility and absorption of the gut, while fibrosis renders it more rigid and susceptible to adhesions, stenosis and perforation [11,12]. These changes can alter GIT functionality and increase susceptibility to disease-causing nutrient deficiencies. Moreover, the principal effect of radiation exposure is an increased risk of cancer [13]. This highlights the emphasis that should be placed on improving our understanding of the risks of radiation on astronauts’ health to develop appropriate, viable and innovative countermeasures in tackling the outstanding challenges of space travel.

### 1.4. Torpor

In mammals, torpor is characterised by lowering the metabolic rate and body temperature, which results in a reduced need for nutrients, oxygen and water [14,15]. The artic ground squirrel for example, achieves torpor by lowering its body temperature to −3 °C and simultaneously decreasing its metabolic rate by approximately 90% [16]. Hibernating animals utilise this state as a survival mechanism to conserve energy during periods of food scarcity or cold temperatures and has therefore been associated with conferring a survival advantage. The idea that hibernation confers protective effects prompted studies of radiation exposure in hibernating squirrels which showed that irradiated hibernating squirrels had increased mean survival times compared to active controls however the molecular mechanisms remain to be elucidated [17]. The induction of an induced torpor-like state in humans, which has been suggested as a countermeasure for space travel as far back as the 1960s [18] would therefore effectively address both of the challenges outlined above, by minimising nutrient, O_2_ and H_2_O consumption for long-term space travel and protecting against radiation damage [3,19]. Interestingly, a recent study of the bones of early humans shows evidence of seasonal variation in bone growth and patterns of lesions that are consistent with those found in hibernating mammals indicating that our ancestors may have adapted to hibernating during extreme cold periods [20]. While modern humans have ceased to employ hibernation as a survival mechanism, controlled therapeutic hypothermia has been used in medicine to successfully lower mortality rates and improve the neurological function of patients that have suffered from acute trauma, cardiac arrest or stroke [21]. This highlights the conferred protective effects and their application to broader human health and wellbeing and supports the viability of induced torpor during space travel. However, further work is needed to explore cooling methods and the effects of maintaining hypothermia long term.

### 1.5. Induced Torpor as a Countermeasure for Low Dose Radiation Exposure in a Zebrafish Model

Our overarching hypothesis is that induced torpor could minimise the damage caused by exposure to space radiation. To test this hypothesis, the body temperature and metabolism of zebrafish (*Danio rerio)* were lowered via ambient temperature reduction coupled with the addition of melatonin to induce a torpor-like state. The fish were exposed to low dose radiation (~0.3 Gy) similar to what would be experienced on a 6-month journey to Mars to allow assessment of the potential protective properties of torpor. More specifically, transcriptomic profiling enabled exploration of the implications that space travel might have on GIT functionality. Zebrafish were used in a model of induced torpor as they are poikilothermic and vary their body temperature based on their ambient temperature by modulating their gene expression and metabolism [22,23]. While they have been found to inhabit a range of temperatures, 28.5 °C has been cited as the optimal temperature [24]. Additionally, Malek, et al., [25] detailed the reduction and maintenance of the effect of reducing ambient temperatures from 28 °C to 18 °C for 1 year. Studies have shown that a reduction of 10 °C in body temperature in heterotherms reduces their metabolic rate by 50% of basal levels [19]. Moreover, zebrafish were also chosen as the modulatory neurotransmitters in their brain are similar to humans; exposure to a wide range of concentrations (10–100 nM) of the hormone melatonin promotes a sleep-like state, reducing locomotor activity and elevating the arousal threshold [26]. While melatonin is a potent antioxidant and regulator of the circadian rhythm [27], it was used primarily to increase sedation and reduce activity, to replicate the inactivity seen in hibernating animals. Zebrafish further offer unique advantages as a model organism as approximately 70% of their genes are orthologous with human genes, 84% of which are implicated in human disease [28]. Finally, the availability of a high-quality reference genome makes it an ideal model for rapid genomic and phenotypic assessment [29]. 

## 2. Materials and Methods

### 2.1. Zebrafish Husbandry

The zebrafish (AB strain) were obtained from the Zebrafish International Resource Centre and maintained and crossed according to standard housing methods. Adult zebrafish were housed at a maximum 6 fish per 1 L glass beaker with lid (allowing air flow but preventing fish mortality from jumping out of the beaker) in an incubator at 28.5 °C with a light cycle of 14 h ON (light) and 10 h OFF (dark). Zebrafish were fed Gemma Micro 300 standard diet every other day (Skretting, Westbrook, ME, USA) early in the morning, and 20 min after feeding, debris was aspirated from the beaker bottom and 75% of the water was changed using reservoir water (Reverse Osmosis water supplemented with Instant Ocean salts, sodium bicarbonate and Stress Coat, maintained at pH 7.4) to increase water life support capability. Beakers used to house fish were previously cleaned and autoclaved. All procedures were performed in accordance with The Medical University of South Carolina (MUSC), Institutional Animal Care and Use Committee (IACUC) guidelines (IACUC-2018-00278). All animals were treated humanely and with regard for alleviation of suffering. 

### 2.2. Locomotion Assay for Activity Score

A locomotion assay analysis was employed to determine if the addition of melatonin and the reduction of ambient temperatures induced a resting-state with reduced movement. Locomotor activity in the zebrafish was therefore recorded using a Basler acA1300-60 gm GigE camera and tracked using the movement tracking Ethovision XT 14 software (Noldus Information Technology, Inc., Leesburg, VA, USA) [30]. Briefly, one zebrafish was transferred to a new beaker with water in a temperature that matched its previous beaker, after allowing 5 min to acclimatise, a 15-min video was recorded. The EthoVision software tracked the fish movement to calculate the total distance travelled and to determine the regions the animal occupied the most. Videos of swimming behaviour recorded for the locomotion assay along with raw data showing distance moved and time spent in different zones, that were used to calculate the activity score can be found in the Supplementary Materials (supplemental video Trial 1—12.mp4 and Supplementary Table S1, respectively). A combination of active swimming time, and time spent at the bottom or at the upper part of the beaker was used to calculate an activity score for the fish allowing for behavioural profiling of the animals as outlined by Nishimura et al. [31]. Hence, a higher activity score indicates a more balanced use of space, with more frequent movement between the bottom and upper part of the beaker, whereas a lower activity score indicates less movement. An ANOVA test was performed to test for statistical differences between the groups with subsequent post-hoc testing using Tukey’s HSD. 

### 2.3. Development of the Induced Torpor Model and Radiation Protocol

Developing models of induced torpor and radiation exposure required a series of experimental groups described in Table 1 with different variables to assess their effects and facilitate comparisons. A control group was maintained at an ambient temperature of 28.5 °C (28.5-Ctrl). A melatonin group (28.5-mel) received melatonin daily for 10 days at a concentration of 24 µM to reduce locomotion and arousal. To maintain levels of melatonin and protect against metabolism and degradation [32], 75% of the water was replaced daily with a mixture of saline water and melatonin. Melatonin was purchased from Sigma-Aldrich (St. Louis, MI, USA) with ≥98% purity, it was maintained at −20 °C in powder and dissolved in DMSO prior to use. A reduced temperature group (18.5-Ctrl) was kept at 18.5 °C to decrease their metabolism. The reduction in ambient temperature was carried out in weekly decrements of 2.5 °C over the course of 4 weeks to avoid thermal shock, as previously described [25]. An induced torpor group (18.5-mel) was maintained at 18.5 °C with 24 µM melatonin. Again, fish were acclimatised over a 4-week period and melatonin was added for 10 days once the water temperature reached 18.5 °C. A radiation group was exposed to a total whole body dose of 32.68 cGy. Prior to radiation exposure adult zebrafish were anaesthetised with 0.02% tricaine. They were then placed one at a time on 60-mm × 15-mm Petri dishes containing water and placed atop a 3-inch spacer ready for irradiation. Radiation exposure occurred for 6 s at 163.40 cGy/min resulting in total exposure of 16.34 cGy. Fish were exposed to radiation on the 2nd and 8th day resulting in a combined whole-body dose of 32.68 cGy. Irradiation was carried out at MUSC in accordance with IACUC-2018-00278 using the following irradiator; Shepherd Model 143-68, Serial Number 8020, (JL Shepherd and Associates, San Fernando, CA, USA), with a Caesium 137 radiation source. After radiation exposure, fish were placed in a temporary tank free of tricaine to recover, and then transferred back into the main tank with other fish from the same experimental group. A torpor + radiation group was also established using a cold acclimatised group with melatonin that was also subject to the radiation protocol. Fish were sacrificed on the 10th day of the experimental timeline (starting from the end of the acclimatisation protocol), represented schematically in Figure 1. 

### 2.4. RNA Extraction and Sequencing

Total mRNA was extracted from GIT tissues using the miRNeasy Qiagen kit (Qiagen, Hilden, Germany). To prepare mRNA-Seq libraries the TruSeq RNA Sample Prep Kit (Illumina, San Diego, CA, USA) was utilised; 100–200 ng of total input GIT RNA was used in accordance with the manufacturer’s protocol. High through-put sequencing was performed at the University of North Carolina-Chapel Hill High Throughput Sequencing Facility, Chapel Hill, NC and the Queens University Belfast, Genomics Core Technology Unit. RNAseq was performed on Illumina Next SEQ 500 and HiSeq4000 instruments with each mRNA library sequenced to a minimum depth of 25 million reads. RNA-Seq data have been submitted to the NCBI Gene Expression Omnibus, accession number GSE169522.

### 2.5. RNA-seq Data Processing and Differential Expression

Sequence quality was assessed with FastQC [33] to identify the over-represented sequences and low-quality reads which were removed using Cutadapt [34]. The STAR aligner [35] was utilised to align the RNA-Seq reads to the zebrafish genome (GRCz11) and HTSeq [36] to determine the number of reads per transcript. DESeq2 [37] allowed the determination of differentially expressed (DE) genes which were subsequently used in downstream pathway analysis according to their absolute fold change (linear FC of 1.5, or log2FC of 0.58) and a FDR adjusted *p*-value (q ≤ 0.1), calculated using the Benjamini-Hochberg multiple testing adjustment procedure [38]. 

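The authors deposited the DESeq2 results of 3 comparisons, each as a table that gives for every gene the mean of the normalized counts over the samples of the fit (mean expression), the log2 fold change, its standard error, the p-value and the adjusted p-value. The authors' deposited tables hold 32520 entries, 1 per gene, for 18.5-mel and 19072 entries of 19071 genes for each of the irradiated groups. DESeq2 gives no adjusted p-value to genes of low mean expression or with an outlying count, and 20117 genes had one in the 18.5-mel table, 6844 in the 28.5-rad table and 12676 in the 18.5-mel-rad table. The lowest mean expression with an adjusted p-value in the authors' deposited tables was 1.55 normalized counts for 18.5-mel, 63.1 for 28.5-rad and 7.84 for 18.5-mel-rad. A gene under 63.1 normalized counts could therefore not be called DE in 28.5-rad, whatever its fold change.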

Hierarchical clustering and principal component analysis (PCA) plots were used to explore the patterns in sample variation. Additionally, Ensembl human orthology [39] was determined in order to leverage human annotation for more comprehensive data analysis in system level analysis which benefit from the greater annotation of human genes, as demonstrated by Huff et al., [40].

### 2.6. Experimental Validation

Validation of the genes outlined in Supplementary Table S2 was performed by means of qPCR. Briefly, a total of 0.5 µg of RNA from 28.5-ctrl, 18-mel, 28.5-rad and 18.5-mel-rad was used to synthesise cDNA employing the iScript Reverse Transcription Supermix (Bio-Rad). Next, two replicates were used in the quantification of gene expression performed using SYBR Green qPCR (ThermoFisher, Waltham, MA, USA) on a Roche LightCycler 480 Instrument II (Roche Diagnostics, Rotkreuz, Switzerland). Intron spanning primers (Supplementary Table S2) were designed using Primer-Blast [41]. The relative induction of gene mRNA expression was then calculated using *actn2b* expression for normalisation and values for the experimental groups were compared with values from the control group (28.5-ctrl). T-Tests were performed to test for significance and results were plotted using GraphPad Prism (San Diego, CA, USA).

### 2.7. Pathway Analysis

The differentially expressed (DE) zebrafish genes (q < 0.1, FC > 1.5) for the radiation (28.5-rad), torpor (18.5-mel) and torpor + radiation (18.5-mel-rad) group measured in comparison to the control group (28.5-Ctrl) were subject to over-representation with Webgestalt [42] as zebrafish and human using the respective gene symbols. Next pathway impact analyses were performed in iPathwayGuide (Advaita Bioinformatics, Ann Arbor, MI, USA) [43] using human gene symbols. Webgestalt was employed to define enriched gene ontologies and KEGG pathways (q ≤ 0.05) taking either up- or downregulated genes as input to gain insights on affected cellular processes. Enriched gene-ontologies and impacted pathways identified using iPathwayGuide were used to supplement the results taking advantage of a topology-based approach which considers the type, function, position and interaction between genes in each pathway to help reduce false positives. 

### 2.8. Network Analysis

A zebrafish functional gene network (ZFGN) was kindly provided by Olga Troyanskaya [44]. The top 500 upregulated and 500 downregulated genes (FC > ±1.5) for the radiation (28.5-rad) and torpor + radiation (18.5-mel-rad) were analysed by NetNC [45] in ‘Functional Target Identification’ (FTI) mode using the network formed from all ZFGN edges that had edge weight >0.5. The resulting networks for each condition were merged and subsequently visualised using Cytoscape v3.7.2 [46] and a gene ontology analysis was performed on distinct clusters using the Cytoscape plugin ‘BiNGO’ [47]. 

## 3. Results 

### 3.1. Temperature and Melatonin Reduce Zebrafish Activity

Reduced temperature alone (HSD q = 0.030) or in combination with melatonin (q = 0.002) significantly reduced the activity levels in zebrafish compared to the 28.5-Ctrl (Figure 2). However, melatonin alone did not lower the activity score significantly (q = 0.538). Our data validated the torpor-like model in zebrafish, showing that it is possible to increase the resting phase exploiting the combination of melatonin treatment, and reduced temperature. Raw video data are available in Supplemental Material (Supplementary Videos S1–S12) showing swimming behaviour for the fish from each experimental group.

### 3.2. Transcriptomic Characterisation of Induced Torpor Model Reveals a Reduction in Metabolism

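RNA from the GIT of fish kept at 18.5 °C with 24 µM melatonin, a hormone that lowers locomotion and arousal, was compared with RNA from control fish kept at 28.5 °C without melatonin, all sacrificed on day 10. Labels name 2 samples of 18.5-mel and 2 of 28.5-Ctrl, while Table 1 of the paper gives 6 fish per group. The authors trimmed the reads with Cutadapt, aligned them to GRCz11 with STAR, counted them per gene with HTSeq and compared the groups with DESeq2. The deposited table gives the result of that comparison without values per sample, so the spread between replicates enters only through the authors' standard errors. Depth was read from genes whose reads came from a single library, since their mean expression is a whole multiple of what 1 read of that library adds. One read of the 18.5-mel libraries added 0.34 and 1.2 normalized counts to the mean, against 0.0478 and 0.0543 for the 28.5-Ctrl libraries, so that a read in 18.5-mel weighed between 6.26 and 25 times as much. The sum of mean expression over all genes, divided by the larger step, limits the shallower 18.5-mel library to at most 4.29 M counted reads, whereas the paper states a minimum of 25 M sequenced reads per library. Low genes are uncertain where 1 read weighs this much, and genes with 1 read in a 28.5-Ctrl library and none elsewhere carry a log2 fold change of 2.23 or 2.13 in the authors' deposited table. Each gene's log2 fold change was ranked among the 500 genes nearest in mean expression in the same table. The median of each gene list was ranked among 10000 random lists of the same size matched on mean expression. Both ranks are given as percentiles. They do not measure the spread between fish, and a list whose genes move together reaches an extreme percentile more easily than genes drawn singly.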

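At the thresholds of the methods (q ≤ 0.1 and an absolute log2 fold change of at least 0.58), 7456 of the 20117 tested genes in the authors' deposited table of 18.5-mel were DE (37.1%), 4276 raised and 3180 lowered. The setting that moved this count most was q ≤ 0.01, with 4313 genes. Among the DE genes the median absolute log2 fold change was 2.41, and 1882 of the raised genes reached a log2 fold change of 4. In 18.5-mel-rad, at the same temperature and melatonin but with fewer genes tested, 12 raised genes reached it, and in 28.5-rad 0 did. A technical difference of the 18.5-mel libraries therefore stays open for such large changes. The median standard error over the tested genes of the authors' deposited table was 0.848, against 0.315 in that of 18.5-mel-rad. The most raised gene with a symbol was si:dkey-57c15.11, at 22.43 (standard error 1.07, DESeq2 adjusted p = 1.80e-95) in the authors' deposited table, and it made up 11.2% of the summed mean expression. The most lowered was irs2a, whose log2 fold change in the authors' deposited table was -17.94 (standard error 3.09, DESeq2 adjusted p = 8.48e-08).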

Differential expression analysis on the transcriptomic data of the torpor group (18.5-mel vs 28.5-Ctrl) revealed the upregulation of 3602 genes and the downregulation of 2413 genes in the GIT (q ≤ 0.1, FC ± 1.5) (Supplementary Table S3). Over-representation analysis (ORA) and impact analysis are found in Supplementary Tables S4–S6.

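The 7 zebrafish genes of the cyclins ccnb1, ccnl1a, ccnl1b and ccnt1 and the kinases cdk11b, cdk12 and cdk13 all passed the thresholds as raised in the authors' deposited table of 18.5-mel. Their log2 fold changes there ran from 1.16 for ccnt1 (standard error 0.38, DESeq2 adjusted p = 0.0103) to 2.48 for ccnl1b (standard error 0.30, DESeq2 adjusted p = 5.97e-15). Of the 7, ccnb1 had the weakest support in the authors' deposited table, with 2.24 (standard error 0.92, DESeq2 adjusted p = 0.0485). The median percentile of the 7 genes among genes of like mean expression was 83.4, from 77 for ccnl1a to 87.4 for ccnl1b. A list of 26 mitotic genes fixed beforehand had a median log2 fold change of 1.22, at percentile 99.8 of the matched random lists, with 12 members DE raised and 1 lowered, and 14 DE when adjusted over the list alone. The alternative that moved this result most was the mean in place of the median, with 1.17 at percentile 88.3.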

The results suggest that the induced torpor leads to an upregulated mitosis with an increased expression of chromosome organisation genes (GO:0051276), cyclins (*CCNB1, CCNL1, CCNT1*) and cyclin-dependent kinases (*CDK11B, CDK12, CDK13*) which drive progression through the cell cycle [48]. In agreement, they also show both an increase in pro-survival signals including *BCL3* [49] and *TRAF1/2* [50] as well as a decrease in pro-apoptotic signals (*Casp8*, *Casp10*) [51]. 

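In the authors' deposited table of 18.5-mel, bcl3 had a log2 fold change of 3.27 (standard error 0.39, DESeq2 adjusted p = 1.65e-15), and its percentile among genes of like mean expression was 91.4. Of the genes of TRAF1/2, traf2b was raised by 2.49 (standard error 0.32, DESeq2 adjusted p = 2.29e-13) in the authors' deposited table, at percentile 89.2. Its paralog traf2a, with a mean expression of 5.35 normalized counts, stood at 2.12 (standard error 1.14, DESeq2 adjusted p = 0.15) and traf1 at -0.32 (standard error 0.91, DESeq2 adjusted p = 0.822) in the authors' deposited table, so neither passed the thresholds. Both caspase genes were lowered in the authors' deposited table, casp8 at -2.25 (standard error 0.68, DESeq2 adjusted p = 0.00505) and casp10 at -4.92 (standard error 1.55, DESeq2 adjusted p = 0.00731). They ranked at percentiles 6.2 and 0.8. The span of casp8 overlaps that of asic4b in GRCz12tu, and the paper's text does not name whether reads were counted by strand.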

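In zebrafish, Bid corresponds to bida and Bcl-2 to bcl2a and bcl2b, and no gene was matched to TRAILR2 by its symbol. Of these, bida had a log2 fold change of -1.26 (standard error 0.86, DESeq2 adjusted p = 0.274) in the authors' deposited table of 18.5-mel and did not pass the thresholds. The fold change of bcl2a in the authors' deposited table was -2.93 (standard error 1.30, DESeq2 adjusted p = 0.0706), a decrease past the thresholds, and that of bcl2b was -1.04 (standard error 1.59, DESeq2 adjusted p = 0.662), short of them. Among genes of like mean expression the percentiles were 23.6 for bida, 9.6 for bcl2a and 26.4 for bcl2b. These genes were low, with mean expression between 4.52 and 31.1 normalized counts in the authors' deposited table.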

Perturbation analysis also showed a decrease in pro-apoptotic genes such as *Bid* and *TRAILR2*, as well as an increase in *Bcl-2*, a pro-survival gene [52]. Quantification of gene expression was performed on *BCL-3* using qPCR: and while not significant (*p* = 0.107), the expression levels as seen in Figure 3 agree with DE analysis which showed a significant upregulation (q 1.65 × 10^−15^) compared to the control, supporting the idea of anti-apoptotic signals.

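Among splicing genes, cactin had a log2 fold change of 2.24 (standard error 0.27, DESeq2 adjusted p = 5.48e-15) in the authors' deposited table of 18.5-mel, at percentile 90.4 among genes of like mean expression. Its span overlaps that of rorcb. The change of cwc25 in the authors' deposited table was 1.99 (standard error 0.34, DESeq2 adjusted p = 3.81e-08), at percentile 88, and that of cwc22 was 1.00 (standard error 0.35, DESeq2 adjusted p = 0.0172), at percentile 80.6. Over a list of 69 spliceosome and splicing factor genes the median log2 fold change was 0.47, at percentile 99.6 of the matched random lists. By the calls of the authors' deposited table, 23 of its members were DE raised and 7 lowered, and 31 were DE when adjusted over the list alone. Against random lists drawn from all genes the percentile was 84.1 and with the mean in place of the median it was 72.7, both within the central 95%.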

We reported an increase in RNA splicing (GO:0008380, GO:0000375, GO:0006397), with an upregulation of transcripts encoding spliceosome subunits (*CACTIN*) [53], and associated spliceosome proteins (*CWC22, CWC25*) [54,55]. Additionally, several GO terms relating to protein targeting to the ER (GO:0045047) were enriched with an overall decrease in expression for these pathways. However, genes involved in detecting misfolded proteins (*HSPA5*) [56] and targeting for degradation (*DERL2, UBXN4*) [57,58] were upregulated as seen in Figure S2. 

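A list of 24 genes of the ER translocon, the channel through which nascent proteins enter the ER, was compiled after the data were seen. Its median log2 fold change in 18.5-mel was -1.14, at percentile 0.9 of the matched random lists. By the calls of the authors' deposited table, 14 members were DE lowered and 3 raised. The lowered members include ssr4, with a log2 fold change of -2.0 (standard error 0.27, DESeq2 adjusted p = 3.00e-12) in the authors' deposited table, at percentile 10.8 among genes of like mean expression, whereas ssr1 was at 0.00 there with a standard error of 0.27.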

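For hspa5, which encodes the ER chaperone BiP, the authors' deposited table of 18.5-mel gives a log2 fold change of 2.71 (standard error 0.29, DESeq2 adjusted p = 2.56e-19). The gene overlaps si:ch73-55i23.1 and ranked at percentile 82.4 among genes of like mean expression. The change of derl2 in the authors' deposited table was 2.52 (standard error 0.40, DESeq2 adjusted p = 3.54e-09), at percentile 92.4. That of ubxn4 was 9.45 (standard error 2.98, DESeq2 adjusted p = 0.00743), from a mean expression of 13.1 normalized counts in the authors' deposited table. In both irradiated comparisons the mean expression of ubxn4 is 0 and no fold change is given. No library of those fits, the 28.5-Ctrl libraries included, thus had a read of this gene. Whether reads were counted alike was not tested, so the rise of ubxn4 may be technical. A list of 37 ER chaperone and ER-associated degradation genes had a median log2 fold change of 0.35, at percentile 98.2 of the matched random lists, with 15 members DE raised and 5 lowered, and 21 DE when adjusted over the list alone. With random lists drawn from all genes the percentile fell to 70.2, and with the mean to 69.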

Quantification of *HSPA5* in qPCR also showed a relative increase in expression (*p* = 0.013) compared with the control (28.5-Ctrl) as seen in Figure 3.These pathways, namely, RNA splicing [59], protein folding and mitosis are also found to be adaptive response in cold acclimatised fish such as the Antarctic toothfish [60]. 

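Lowered genes of lipid and protein digestion in the authors' deposited table of 18.5-mel include dgat2, with a log2 fold change of -3.47 (standard error 0.40, DESeq2 adjusted p = 1.06e-16), and acsl5, with -2.13 (standard error 0.28, DESeq2 adjusted p = 4.82e-13). They ranked at percentiles 2.2 and 9.8 among genes of like mean expression, and acsl5 overlaps zdhhc6. The decrease of dpp4 was smaller, at -0.61 (standard error 0.21, DESeq2 adjusted p = 0.0135) in the authors' deposited table, and at percentile 55 it lay in the middle of genes of like mean expression. This gene overlaps si:ch73-2d23.1. A list of 45 genes of fatty acid synthesis and lipid homeostasis, compiled after the data were seen, had a median log2 fold change of -0.23, at percentile 47.8 of the matched random lists, with 11 members DE lowered and 5 raised.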

As expected, torpor also reduced the metabolism of key macronutrients such as lipids (GO:0006629) and proteins (GO:0006518) with a decrease in expression of key lipolytic (*ACSL5*, *DGAT2*) [61,62] and proteolytic (*DPP4*) [63] genes. Similarly, we found downregulation of a number of genes involved in metabolic pathways (Supplementary Figure S1) including glycolysis (*GAPDH*) [64], the tricarboxylic acid (TCA) cycle (*SDHD, ACO1* and *IDH2)* [65,66,67] and oxidative phosphorylation (*Ndufs3*, *SDHD* and *Cyt1*) [65,68,69] (shown in Figure 4). 

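Of the 7 zebrafish genes named by these symbols, 6 passed the thresholds as lowered in the authors' deposited table of 18.5-mel. The largest change was that of sdhdb, -5.48 (standard error 1.06, DESeq2 adjusted p = 2.54e-06) in the authors' deposited table, at percentile 0.4 among genes of like mean expression. Its paralog sdhda has a mean expression of 1.44 normalized counts and no adjusted p-value in the authors' deposited table. For gapdh the log2 fold change in the authors' deposited table was -2.58 (standard error 0.27, DESeq2 adjusted p = 9.91e-21), at percentile 6.6. The other 4, ndufs3, aco1, idh2 and cyc1 (Cyt1), lay between -2.08 and -0.99 in the authors' deposited table, at percentiles from 8.6 to 34.8. Over whole pathways, the median log2 fold change was -0.41 for 32 glycolysis genes, -0.73 for 26 TCA cycle genes and -0.53 for 93 oxidative phosphorylation subunits. These medians were at percentiles 32.4, 9.74 and 14.5 of random lists matched on mean expression, so no median stood apart from those of genes as abundant. The means of the same lists were at percentiles 3.45, 0.92 and 0.1, the latter 2 below the central 95%, and against lists drawn from all genes the percentiles of the medians were 1.13, 0.28 and 0.01. DE lowered in the authors' deposited table were 12 glycolysis, 13 TCA cycle and 35 oxidative phosphorylation genes, against 1, 1 and 9 raised; adjusted over the list alone, 13, 14 and 49 were DE.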

In agreement with the DE analysis, *sdhd6* quantification in qPCR showed a relative decrease (*p* = 0.05) in expression compared with the control (28.5-Ctrl) (Figure 3). 

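Of the uptake transporters, cd36 had a log2 fold change of -3.02 (standard error 0.28, DESeq2 adjusted p = 1.21e-25) in the authors' deposited table of 18.5-mel and slc5a1 one of -2.55 (standard error 0.31, DESeq2 adjusted p = 3.20e-15). Both were low among genes of like mean expression, at percentiles 4.2 and 7, and cd36 overlaps kdm7aa. Zebrafish have 3 genes of SLC6A19, whose reads may be shared as paralogs. One of them, slc6a19b, was lowered, at -2.17 (standard error 0.30, DESeq2 adjusted p = 1.03e-11) in the authors' deposited table, at percentile 10.6, and overlaps fhod3b. The other pair was raised in the authors' deposited table, slc6a19a.1 by 1.99 (standard error 0.45, DESeq2 adjusted p = 7.26e-05) and slc6a19a.2 by 2.25 (standard error 0.21, DESeq2 adjusted p = 1.92e-24), at percentiles 81.6 and 83.8. A list of 26 enterocyte genes had a median log2 fold change of -0.77, at percentile 34 of the matched random lists.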

Our analysis also points to a decrease in lipid, glucose and amino acid uptake with downregulation of specific transporters such as *CD36, SLC5A1* and *SLC6A19* [70,71,72], respectively. Furthermore, a decrease in protein synthesis was suggested by the downregulation of ribosomal subunits including *RSP20, RSL3, RPL4, RPS3, RPL23* [73]. 

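All 5 genes (listed as rps20, rpl3, rpl4, rps3 and rpl23) passed the thresholds as lowered in the authors' deposited table of 18.5-mel, with log2 fold changes from -2.02 (standard error 0.31, DESeq2 adjusted p = 8.48e-10) for rps20 to -0.70 (standard error 0.28, DESeq2 adjusted p = 0.042) for rpl23. Abundant genes were lowered as a whole in this comparison, and among genes of like mean expression the percentiles of the 5 ran from 12.8 to 52. Over 84 cytosolic ribosomal protein genes, 44 were DE lowered and 10 raised in the authors' deposited table, and 55 were DE when adjusted over the list alone. Their median log2 fold change of -0.66 was at percentile 76.1 of the matched random lists, no lower than that of other genes as abundant, and with the mean in place of the median the value was -0.34 at percentile 1.06, below the central 95%. For 74 mitochondrial ribosomal protein genes the median was -0.26, at percentile 23.2 (0.22 against lists drawn from all genes), with 11 DE lowered and 12 raised. From the lowered ribosomal subunits, the paper proposes that protein synthesis decreased in torpor.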

### 3.3. Low Dose Radiation Affects Metabolism and Absorption in the GIT

We compared the radiation (28.5-rad) and control group (28.5-Ctrl) to define how low dose radiation, as may be experienced during long-term space travel (~0.3Gy), affects the GIT. 

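Fish kept at 28.5 °C without melatonin received gamma radiation from a Caesium 137 source to a total of 32.68 cGy by the paper's methods, or 32.64 cGy by the sample labels, and were sacrificed on day 10. Labels name 3 samples of 28.5-rad, compared with the same 2 samples of 28.5-Ctrl, and Table 1 of the paper gives 6 fish per group. The paper's methods describe the same trimming, alignment, counting and DESeq2 comparison as for the torpor group. Whether reads were counted alike in both groups was not tested. Again only the table of the comparison was used. Reads of 12 libraries enter its mean expression, 2 of the control group, 3 of the irradiated group and 7 of neither, as the fold change of genes with a single read shows. If the normalized counts of each library summed to the mean expression over all genes, about 3.86, 5.44 and 7.64 M reads were counted in 28.5-rad and 4.94 and 5.62 M in 28.5-Ctrl. The median standard error of the log2 fold changes in the authors' deposited table was 0.257.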

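With both thresholds of the methods, 133 of the 6844 tested genes in the authors' deposited table of 28.5-rad were DE, 92 raised and 41 lowered, or 1.94%. An unadjusted p-value of at most 0.05 was found for 1045 genes of the authors' deposited table. Requiring a fold change of 2 moved the count most and left 58 genes. The DE genes had a median absolute log2 fold change of 0.944. The most raised in the authors' deposited table was pck1, with 3.24 (standard error 0.80, DESeq2 adjusted p = 0.00609), at percentile 100 among genes of like mean expression and overlapping pmepa1. The most lowered was myhb, a myosin heavy chain gene, with -8.44 (standard error 1.75, DESeq2 adjusted p = 3.73e-04) in the authors' deposited table, at percentile 0.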

Differential expression analysis revealed that 146 genes (q ≤ 0.1) were significantly impacted, 99 upregulated, and 47 were downregulated compared to the control group (28.5-Ctrl) (Supplementary Table S7). ORA in Webgestalt and impact analysis in iPathwayGuide results can be found in Supplementary Table S8–S10. They revealed that low dose radiation affected stress-related pathways such as circadian rhythm (GO:0048511, hsa04710) (Figure 5), and glucocorticoid receptor signalling pathway (GO:2000322) with several shared genes dysregulated in each pathway (*CLOCK, CRY1, PER1, CRY2* and *ARNTL*) [74]. 

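These symbols correspond to 9 zebrafish genes, of which 2 were DE raised and 2 lowered in the authors' deposited table of 28.5-rad. Raised were per1b, with a log2 fold change of 1.27 (standard error 0.25, DESeq2 adjusted p = 1.67e-04) in the authors' deposited table, and cry2, with 0.80 (standard error 0.16, DESeq2 adjusted p = 9.82e-05), at percentiles 99.8 and 98 among genes of like mean expression; per1b overlaps dthd1. Lowered were clocka, with -1.51 (standard error 0.32, DESeq2 adjusted p = 6.35e-04) in the authors' deposited table, and arntl1a, with -0.74 (standard error 0.19, DESeq2 adjusted p = 0.0119), at percentiles 2.4 and 3.2. The largest change was that of per1a, at 3.28 in the authors' deposited table (standard error 0.45) and percentile 99.8, which has no adjusted p-value because its mean expression of 60 normalized counts is too low; with the adjustment recomputed over all genes with a p-value it was 2.40e-09 and passed. The fold changes of cry1a and cry1b in the authors' deposited table were 0.30 (standard error 0.16, DESeq2 adjusted p = 0.513) and 0.09 (standard error 0.28, DESeq2 adjusted p = 0.969). Over a list of 34 clock genes the median log2 fold change was 0.21, at percentile 99.8 of the matched random lists, with 7 members DE raised and 4 lowered, and 18 DE when adjusted over the list alone.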

Cell cycle changes were suggested by the negative regulation of DNA transcription (GO:1903507) and RNA biosynthesis (GO:1902679), indicating growth arrest, a response typical of radiation exposure used to repair damage and prevent transduction of DNA mutations to daughter cells [75]. 

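The median log2 fold change of 25 mitotic genes in 28.5-rad was -0.12, at percentile 11.2 of the matched random lists, and 0 of them were DE in the authors' deposited table, with 0 DE when adjusted over the list alone and 6 with an unadjusted p-value of at most 0.05. For 17 targets of p53 the median was -0.19, at percentile 1.84, with 0 members DE in the authors' deposited table (0 adjusted over the list alone) and 0 at an unadjusted p-value of at most 0.05. That percentile changed to 6.46 with random lists drawn from all genes and to 15.5 with the mean.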

Results point to radiation-induced changes to protein digestion and absorption (GO:0043171, hsa04974) (as seen in Figure 6) involving peptidase enzymes (*DDP4)* which have previously been reported to be induced by low dose radiation exposure [76]. 

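The log2 fold change of dpp4 in the authors' deposited table of 28.5-rad was 0.99 (standard error 0.18, DESeq2 adjusted p = 1.11e-05), at percentile 96.6 among genes of like mean expression. Its reads may include some of the overlapping gene named above. The list of 24 enterocyte genes had a median log2 fold change of 0.64, at percentile 100 of the matched random lists, with 10 members DE raised and 0 lowered in the authors' deposited table, and 12 DE when adjusted over the list alone. The paper names 12 members of this list, so it is not independent of the genes described. The 12 that the paper does not name had a median of 0.20, at percentile 98, and 0 of them were DE.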

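All 5 zebrafish genes of the peptide transporter SLC15A1 and the amino acid transporter SLC6A19 passed the thresholds as raised in the authors' deposited table of 28.5-rad. The largest change was that of slc6a19a.1, 3.17 (standard error 0.48, DESeq2 adjusted p = 2.76e-08) in the authors' deposited table, and the smallest that of slc15a1b, 0.65 (standard error 0.19, DESeq2 adjusted p = 0.0412). Their median percentile among genes of like mean expression was 99, from 92.2 for slc15a1b to 100 for slc6a19a.1. As paralogs, slc6a19a.1 and slc6a19a.2 may share reads, and slc6a19b overlaps fhod3b.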

Upregulation of *SLC15A1* and *SCL6A19* also supports increased in amino acid uptake [76,77,78]. Similarly, these genes may also affect the balance of anions/cations such as chloride, bicarbonate or sodium [77]. Moreover, the genes involved in the renin-angiotensin system (RAS) including *ACE, ACE2* and *ANPEP* were upregulated and have been implicated in bicarbonate secretion, absorption of sodium, water and glucose absorption as well as digestion of peptides and secretion [79]. 

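Of the zebrafish genes of the RAS, ace had a log2 fold change of 1.51 (standard error 0.22, DESeq2 adjusted p = 1.0e-08) in the authors' deposited table of 28.5-rad and anpepb one of 1.38 (standard error 0.25, DESeq2 adjusted p = 1.66e-05). They ranked at percentiles 99.2 and 98.8 among genes of like mean expression, and the span of ace overlaps that of itga3b. The paralog anpepa did not pass the thresholds, at 0.36 (standard error 0.19, DESeq2 adjusted p = 0.506) in the authors' deposited table.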

Validation of an increase in expression levels of *SLC6A19* (*p* = 0.041) and *ACE* (*p* = 0.022) by qPCR (Figure 7) support the DE analysis and the theory of radiation-induced changes to absorption and secretion. 

Increased lipid transport is also indicated by the upregulation of *ALP*, involved in the regulation of lipid absorption in the GIT [80] as well as increased transporter activity involving *ABCB1, ABCD4*, *ABCC4* and *STRA6* which contribute to barrier function, lipid transport [81], bile secretion [82] and have been linked to excess sodium loss, diarrhoea, dehydration and death after irradiation [83].

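Of the alkaline phosphatase genes, alpi.2 was raised by 2.76 (standard error 0.52, DESeq2 adjusted p = 4.26e-05) in the authors' deposited table of 28.5-rad, at percentile 99.6 among genes of like mean expression, while alp3, which overlaps psmd2, was at 0.06 (standard error 0.42, DESeq2 adjusted p = 0.985). A further gene, alpl, overlaps ece1, has no adjusted p-value and was at -0.88 in the authors' deposited table (standard error 0.63). Of the named transporter genes, a pair passed the thresholds in the authors' deposited table, abcc4 with 1.10 (standard error 0.33, DESeq2 adjusted p = 0.0538) and stra6 with 0.99 (standard error 0.23, DESeq2 adjusted p = 0.00261), at percentiles 98.8 and 99.4. The fold change of abcd4 in the authors' deposited table was 0.35 (standard error 0.32, DESeq2 adjusted p = 0.818), below the thresholds, and this gene overlaps ccdc178. No gene was matched to ABCB1 by its symbol. Chosen after its value was seen, the related gene abcb4 had a log2 fold change of 0.97 (standard error 0.27, DESeq2 adjusted p = 0.0247) in the authors' deposited table, at percentile 96.2.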

The results also suggest that low dose radiation is reducing glucose availability in the GIT due to the downregulation of *GCK* and *DLAT* involved in glycolysis [84]. 

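For dlat, the authors' deposited table of 28.5-rad gives a log2 fold change of -0.64 (standard error 0.22, DESeq2 adjusted p = 0.133), which did not reach q ≤ 0.1. Among genes of like mean expression it lay low, at percentile 3.8. The list of 32 glycolysis genes had a median of -0.15, at percentile 4.62 of the matched random lists, with 0 members DE in the authors' deposited table, 0 when adjusted over the list alone and 3 at an unadjusted p-value of at most 0.05. Its mean of -0.36 was at percentile 2.19, below the central 95%.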

A glucagon precursor (*GCG*) is also downregulated which plays a role in increasing blood sugar levels. 

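Zebrafish have a pair of glucagon precursor genes. The log2 fold change of gcgb in the authors' deposited table of 28.5-rad was -1.84 (standard error 0.54, DESeq2 adjusted p = 0.041), past the thresholds, and that of gcga, which overlaps si:ch73-2d23.1, was -1.61 (standard error 0.54, DESeq2 adjusted p = 0.126). Their percentiles among genes of like mean expression were 2.4 and 2. A list of 15 endocrine pancreas genes, which includes gcga, ins and sst1.1, had a median log2 fold change of -1.02, at percentile 0 of the matched random lists. Of its members, 11 were lower and 2 higher, and 1 was DE lowered in the authors' deposited table (5 DE when adjusted over the list alone).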

The downregulation of *GCGa* (*p* = 0.032) was also validated using qPCR (Figure 7). Similarly the upregulation of *SREBF1* which is known to modulate insulin sensitivity [85] is in line with the literature showing that radiation exposure can lead to insulin resistance [86]. In addition, the upregulation of *KLF7* might suggest a decrease in insulin secretion [87]. This is consistent with previous work that demonstrated intestinal radiation exposure leads to a decrease in both glucose absorption and the glucose transporter proteins, GLUT4 and SGLT1 [88]. 

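For srebf1 the log2 fold change in the authors' deposited table of 28.5-rad was 0.61 (standard error 0.16, DESeq2 adjusted p = 0.0168). Its percentile among genes of like mean expression was 96.4. The list of 44 genes of fatty acid synthesis and lipid homeostasis had a median of 0.10, at percentile 92.1 of the matched random lists, with 1 member DE raised in the authors' deposited table.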

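Of the zebrafish genes of KLF7, klf7b had a log2 fold change of 0.64 (standard error 0.20, DESeq2 adjusted p = 0.0672) in the authors' deposited table of 28.5-rad, at percentile 97.2 among genes of like mean expression. Its paralog klf7a was at 0.52 in the authors' deposited table (standard error 0.64) with no adjusted p-value, at percentile 83.2.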

### 3.4. Pathway Analysis of Induced Torpor with Radiation Reveals Stress Response with Pro-survival Signals

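Fish acclimatised to 18.5 °C and given 24 µM melatonin received the same radiation protocol (32.68 cGy by the paper's methods, 32.64 cGy by the sample labels) and were sacrificed on day 10. Labels name 4 samples of 18.5-mel-rad, compared with the same 2 samples of 28.5-Ctrl, against 6 fish per group in Table 1 of the paper. In the deposited table of this comparison, genes with reads in a single library show 3 distinct libraries in the irradiated torpor group. One read of a library of this group added 2.1 times as much to the mean as it did in the 28.5-rad table, whereas the ratio for the 10 other libraries was 1.05 at the median, and this held for all 75 genes with 1 read in that library. The library thus filled 2 columns of the comparison. A further library that has reads in the 28.5-rad table has none here, with 26 of 26 of its single-read genes listed at 0. Under the same assumption on the sum of each library, about 4.02, 6.17 and 8.74 M reads were counted in the 3 libraries.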

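By both thresholds, the authors' deposited table of 18.5-mel-rad held 1488 DE genes among 12676 tested (11.7%), 768 raised and 720 lowered. The count changed most at q ≤ 0.01, to 644 genes. Enlarging the standard errors 1.08 times, as 3 distinct libraries require, left 1211 DE genes, a setting chosen after seeing the data. Among the 5 most raised genes with a symbol was smim1, at 6.31 (standard error 1.56, DESeq2 adjusted p = 0.00168) in the authors' deposited table, and the most lowered was mxb, at -5.0 (standard error 0.70, DESeq2 adjusted p = 6.96e-10), with mean expression of 7.87 and 21.4 normalized counts.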

We compared the torpor + radiation group (18.5-mel-rad) with the control group (28.5-Ctrl) and noted 1436 genes DE genes (q ≤ 0.1, FC ± 1.5), 749 upregulated and 690 downregulated relative to the control group (Supplementary Table S11). ORA and impact analysis results are in the Supplementary Tables S12–S14. Like that of the radiation group, the results indicate a response to stress (GO:0006950) which involved p53-mediated growth arrest (GO:0072331, GO:0000075), steroid hormone signalling (GO:0048545) and ferroptosis: programmed cell death caused by cytotoxic levels of lipid peroxidation [89]. 

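The list of 17 p53 targets had a median log2 fold change of 0.22 in 18.5-mel-rad, at percentile 92.6 of the matched random lists, with 2 members DE raised in the authors' deposited table and 3 DE when adjusted over the list alone. With the mean in place of the median it was 0.45, at percentile 99. A list of 30 genes of ferroptosis and glutathione metabolism, compiled after the data were seen, had a median of 0.38, at percentile 99.99, with 11 members DE raised and 3 lowered. In 28.5-rad the median of this list was 0.31, at percentile 100, with 0 members DE in the authors' deposited table and 2 at an unadjusted p-value of at most 0.05.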

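A list of 30 genes of NF-kB and TNF signalling, compiled after the data were seen, had a median log2 fold change of -0.06 in 18.5-mel-rad, at percentile 18.9 of the matched random lists. DE members in the authors' deposited table numbered 1 raised and 1 lowered. Another part of the immune response, a list of 36 interferon-stimulated genes compiled in the same way, was lowered, with 21 members DE lowered and 0 raised in the authors' deposited table. The interferon list was lowered against the same controls in 28.5-rad (median -0.71) and 18.5-mel (-2.23) too. An interferon response in the control fish could give this, so it is not specific to torpor + radiation.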

We also observed upregulation of the immune response (GO:0002446) involving activation of the inflammatory NF-kB signal transduction pathway (GO:0038061) and release of pro-inflammatory cytokines such as TNF (GO:0033209). Moreover, glutathione metabolism was also indicated with an increase in expression of genes such as *gclm* (*p* = 0.011)*,* an increase of which was validated using qPCR, suggesting a response to oxidative stress (Figure 8).

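The log2 fold change of gclm, a subunit of the enzyme that starts glutathione synthesis, was 1.29 (standard error 0.27, DESeq2 adjusted p = 8.39e-05) in the authors' deposited table of 18.5-mel-rad, at percentile 98.8 among genes of like mean expression. In 28.5-rad it was 0.55 (standard error 0.29, DESeq2 adjusted p = 0.52) in the authors' deposited table. The difference between both changes, 0.74 (standard error 0.39), did not pass the test of the difference over 18069 genes (Benjamini-Hochberg adjusted p = 0.725), and passed it with the covariance of the shared control subtracted (0.0239).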

In line with the growth arrest, the halting of protein synthesis was also suggested from the downregulation of ribosomal subunits as well as the upregulation of *SRP9* which has previously shown to be essential for elongation arrest [90]. 

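Of 80 cytosolic ribosomal protein genes, 45 were DE lowered and 1 raised in the authors' deposited table of 18.5-mel-rad, and 46 were DE when adjusted over the list alone. Their median log2 fold change was -0.60, at percentile 0.08 of the matched random lists, and the mean was -0.56 at percentile 3.17, inside the central 95%. The fold change of srp9, which overlaps enah, was 0.62 (standard error 0.25, DESeq2 adjusted p = 0.0967) in the authors' deposited table, at percentile 91 among genes of like mean expression. With the standard errors enlarged for 3 libraries, the adjusted p of srp9 was 0.154.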

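The list of 35 ER chaperone and ER-associated degradation genes had a median log2 fold change of 0.64 in 18.5-mel-rad, above all matched random lists, with 19 members DE raised and 1 lowered in the authors' deposited table, and 20 DE when adjusted over the list alone. Over 44 proteasome subunits the median was 0.63, again above all matched random lists, with 22 DE raised and 0 lowered, or 24 DE when adjusted over the list alone. The proteasome subunits moved the other way in 28.5-rad, with a median of -0.30 at percentile 0. In 18.5-mel their median was 0.14, at percentile 97.7, and at percentile 52.4 of random lists drawn from all genes, or 49.1 with the mean. The subunit psmb7 was at 1.45 (standard error 0.25, DESeq2 adjusted p = 1.27e-06) and hspa5, with the overlap named above, at 1.48 (standard error 0.26, DESeq2 adjusted p = 2.12e-06) in the authors' deposited table. Their changes were larger in 18.5-mel-rad than in 28.5-rad by 1.84 and 1.47 (Benjamini-Hochberg adjusted p = 0.00117 and 0.0164, test of the difference).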

Like that of the torpor group we also seen the enrichment of genes involved in the ER-associated degradation pathway (GO:0036503) including the proteasome (GO:0010498) with a notable increase in expression of ubiquitin ligase complex genes, as seen in Figure 9. Moreover, validation of an increase in expression in *PSMB7* (*p* = 0.004) and *HSPA5* (*p* = 0.035) via Q-PCR as shown in Figure 8 support the idea of detection and removal of misfolded proteins in the ER.

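A list of 25 mitotic genes had a median log2 fold change of 1.52 in 18.5-mel-rad, above all matched random lists. Of its members, 12 were DE raised and 0 lowered in the authors' deposited table, and 15 were DE when adjusted over the list alone. For ccna2 the fold change in the authors' deposited table was 1.67 (standard error 0.63, DESeq2 adjusted p = 0.0653), at percentile 98.4 among genes of like mean expression. That of bcl3 was 0.89 (standard error 0.30, DESeq2 adjusted p = 0.034) in the authors' deposited table, at percentile 95.2, against 0.47 (standard error 0.35, DESeq2 adjusted p = 0.737) in 28.5-rad. The difference of 0.42 between both irradiated groups did not pass the test of the difference (Benjamini-Hochberg adjusted p = 1), nor did that of ccna2, 1.36 (adjusted p = 0.967).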

We also see results such as an increase in mitosis (GO:1902850, GO:0044772, GO:0007059) and anti-apoptotic signals with the upregulation of anti-apoptotic genes, *BCL3.* Similarly, detection of increased levels of gene expression in qPCR of genes involved in cell cycle progression (*CCNA2*, *p* = 0.036) and anti-apoptosis (*BCL3*, *p* = 0.001) (Figure 8) reinforce the theory that torpor confers pro-survival signals, and continue too during stress. 

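Over 63 spliceosome and splicing factor genes, the median log2 fold change in 18.5-mel-rad was 0.27, at percentile 99.96 of the matched random lists. Few of them passed the thresholds in the authors' deposited table, 4 as raised and 1 as lowered, and 4 when adjusted over the list alone. The median in 28.5-rad was -0.13, at percentile 0.42, with 0 members DE in the authors' deposited table and 4 at an unadjusted p-value of at most 0.05, and the mean was at percentile 2.78.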

Again, we also see the enrichment of RNA splicing (GO:0008380) considered to be induced in a temperature-dependent manner [91]. 

Regarding metabolism, the combination of torpor and radiation exposure also produced mixed results. 

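For 44 genes of fatty acid synthesis and lipid homeostasis, a list compiled after the data were seen, the median log2 fold change in 18.5-mel-rad was 0.07, at percentile 72.9 of the matched random lists. By the calls of the authors' deposited table, 8 members were DE raised and 1 lowered. Among single genes, dgat2 was lowered, at -1.31 (standard error 0.26, DESeq2 adjusted p = 4.75e-05) and acsl5 at -0.92 (standard error 0.22, DESeq2 adjusted p = 0.00109) in the authors' deposited table, at percentiles 3.6 and 10.2 among genes of like mean expression.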

As seen in supplementary Figure S3, results like that seen in the radiation group demonstrate indications of an increase in lipid metabolism (GO:0055088) and biosynthesis (hsa00061) as reserves that are mobilised during stress. Similarly, the Peroxisome pathway is enriched, which is known to play a role in fatty acid oxidation [92]. However, given the torpor variable, results also show a decrease in glucose metabolism (GO:0006109), TCA cycle and oxidative phosphorylation (hsa01100). In addition, we noted downregulation of the metabolism of substrates such as amino acids (GO:0006520), coenzymes (GO:0006732), aldehydes (GO:0006081), ketones (GO:0042180) and esters (GO:0046434). 

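A list of 35 peroxisome genes, also compiled after the data were seen, had a median log2 fold change of -0.13 in 18.5-mel-rad, at percentile 8.85 of the matched random lists. DE lowered in the authors' deposited table were 4 members and DE raised 1. The median of this list was 0.01 in 28.5-rad, at percentile 61.9, and -1.24 in 18.5-mel, at percentile 0.01.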

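Medians over the pathways in 18.5-mel-rad were -0.23 for 32 glycolysis genes, -0.26 for 24 TCA cycle genes and 0.03 for 88 oxidative phosphorylation subunits, as log2 fold changes. They stood at percentiles 5.02, 4.11 and 74.1 of the matched random lists, all within the central 95%. Against random lists drawn from all genes the percentiles were 0.72 for glycolysis and 1.35 for the TCA cycle. The calls of the authors' deposited table were 8 glycolysis, 2 TCA cycle and 3 oxidative phosphorylation genes DE lowered, and 1, 0 and 2 raised; adjusted over the list alone, 9, 2 and 5 were DE. The glycolysis gene gapdh, lowered here, was at -1.24 (standard error 0.23, DESeq2 adjusted p = 8.51e-06) in the authors' deposited table. In 28.5-rad the oxidative phosphorylation subunits had a median of -0.15, at percentile 0 (8.66 with the mean), and the TCA cycle genes one of 0.00, at percentile 50.1.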

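A list of 53 genes of amino acid metabolism, compiled after the data were seen, had a median log2 fold change of -0.24 in 18.5-mel-rad, at percentile 0.05 of the matched random lists, with 6 members DE lowered and 4 raised in the authors' deposited table. Its median was 0.04 in 28.5-rad, at percentile 76.3, and -0.86 in 18.5-mel, at percentile 0.29.

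**Figure D1:**
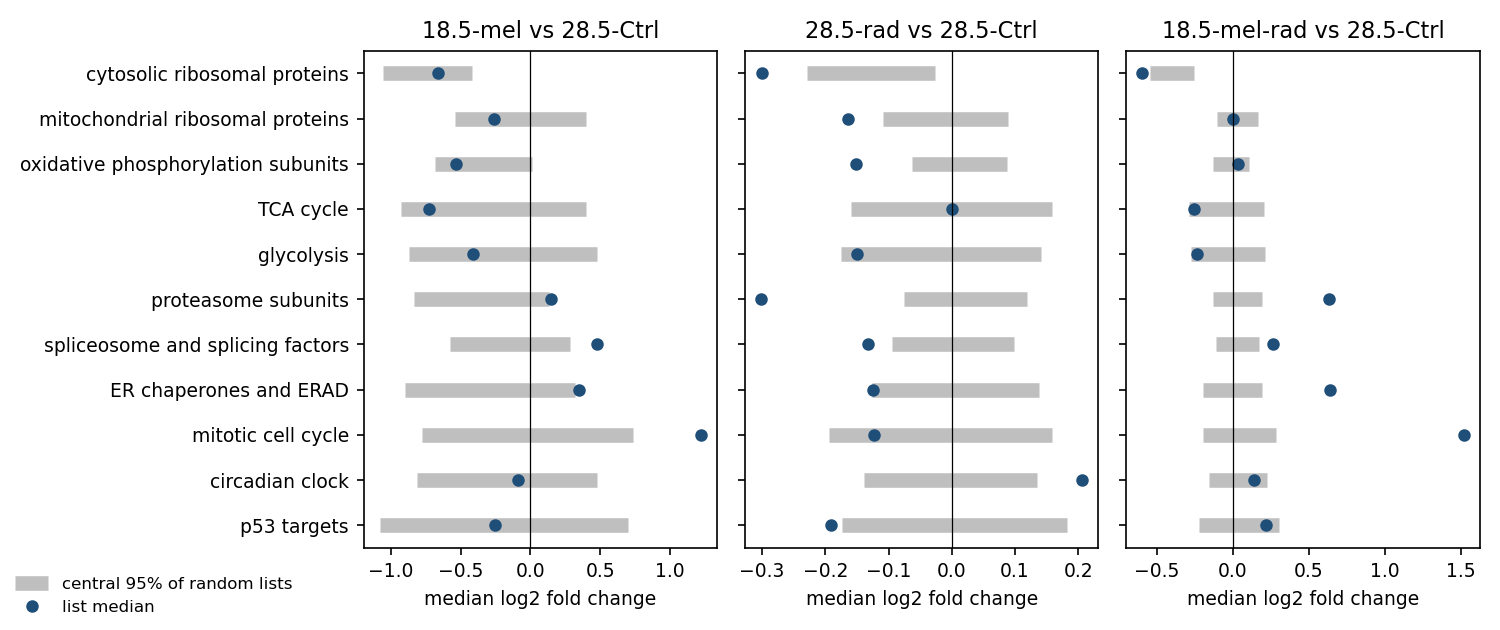
Median log2 fold change of 11 gene lists fixed before the data were examined, for each group against 28.5-Ctrl; points are list medians, grey bars the central 95% of 10000 random lists matched on mean expression, and the 3 panels have different horizontal scales. The lists of proteasome subunits, ER genes and mitotic genes lie to the right of the bars in 18.5-mel-rad, while the proteasome subunits lie to the left in 28.5-rad.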

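A list of 27 hypoxia response genes, compiled after the data were seen, had a median log2 fold change of 0.39 in 18.5-mel-rad, at percentile 99.7 of the matched random lists. Of its members, 3 were DE raised and 2 lowered in the authors' deposited table. Over the members with a mean expression of at least 10 normalized counts the median was 0.23, at percentile 96.7. The list stood at percentile 38.2 in 28.5-rad and 12.5 in 18.5-mel.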

Our findings also showed a response to hypoxia (GO:0001666), consistent with decreased oxygen and a reduced metabolism. The results additionally point to changes in GIT absorption with an upregulation of ABC transporters and those involved in mineral absorption of the SLC family (hsa04978) suggesting that torpor does not mitigate changes to absorption or secretion. 

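Of the transporter genes named for the radiation group, abcc4 was raised by 1.34 (standard error 0.32, DESeq2 adjusted p = 0.00103), slc15a1b by 0.77 (standard error 0.16, DESeq2 adjusted p = 6.12e-05) and slc6a19a.1 by 2.87 (standard error 0.45, DESeq2 adjusted p = 7.27e-08) in the authors' deposited table of 18.5-mel-rad, at percentiles 98.2, 93.2 and 99.4 among genes of like mean expression. The paralog slc6a19a.2 was raised there as well, by 1.47 (standard error 0.17, DESeq2 adjusted p = 6.45e-14), at percentile 97.4. Others, namely slc6a19b, stra6, slc15a1a and abcd4, did not pass the thresholds. Their log2 fold changes in the authors' deposited table were -0.05 for slc6a19b, 0.14 for stra6, 0.62 for slc15a1a and 0.00 for abcd4. The related gene abcb4, chosen after its value was seen, was not called either, at -0.30. The changes of slc6a19b and abcb4 were lower in 18.5-mel-rad than in 28.5-rad by the test of the difference. The differences were -1.44 (Benjamini-Hochberg adjusted p = 0.00117) for slc6a19b and -1.27 (adjusted p = 0.0449) for abcb4. The glucose transporter slc5a1 also differed, by -1.35 (adjusted p = 0.00538). The differences of stra6, -0.85 (adjusted p = 0.255), slc15a1a, -0.63 (0.832), and abcd4, -0.34, did not pass it. With the covariance of the shared control subtracted, those of stra6 (3.42e-04) and slc15a1a (0.0465) did. The enterocyte list had a median of -0.05, at percentile 97 of the matched random lists, and with the mean in place of the median its direction changed, to 0.13.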

A meta-analysis was performed in Advaitas iPathwayGuide [43] to find genes shared between the radiation group (28.5-Rad vs 28.5-Ctrl) and torpor + radiation group (18-mel-rad vs 28.5-Ctrl) with a focus on those that were differentially regulated between the two experimental groups. 

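The change of each gene in 18.5-mel-rad was set against its change in 28.5-rad by dividing the difference of the log2 fold changes by the root of the summed squared standard errors, which treats the errors as independent although both comparisons share the control libraries. Of 18069 genes tested, 238 had a Benjamini-Hochberg adjusted p of at most 0.1, 116 with a higher and 122 with a lower change in 18.5-mel-rad. With the covariance from the shared control subtracted, 2481 genes differed. This setting assumed equal spread in every library, which gives an error correlation of 0.632. Spearman's rho of the log2 fold changes was 0.387 among genes DE in neither comparison, against a median of 0.558 simulated under that assumption. The setting may therefore subtract too much, and genes that passed only with it are uncertain. Among the 133 DE genes of 28.5-rad in the authors' deposited table, 85 were not DE in 18.5-mel-rad, and for 28 of these the difference itself passed the test. Genes DE in both comparisons with opposite signs numbered 7: ache, gstp1, psmd3, slc4a4a, txn, usp36 and a gene known by a clone name.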

Genes including *PSMD3*, *TXN*, *GSTP1* and *HMGB1&3* were downregulated in the radiation group and upregulated in the torpor + radiation groups. 

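These symbols correspond to 7 zebrafish genes, of which 3 were DE lowered in 28.5-rad and 6 DE raised in 18.5-mel-rad. For 28.5-rad, the authors' deposited table gives txn as lowered, at -1.49 (standard error 0.47, DESeq2 adjusted p = 0.0813), gstp1 at -0.88 (standard error 0.29, DESeq2 adjusted p = 0.0997) and psmd3 at -0.60 (standard error 0.18, DESeq2 adjusted p = 0.062), while hmgb1a was at -0.81 (standard error 0.52, DESeq2 adjusted p = 0.66) and hmgb3a at -0.63 (standard error 0.40, DESeq2 adjusted p = 0.656), short of the thresholds. In the authors' deposited table of 18.5-mel-rad, txn was raised by 2.66 (standard error 0.42, DESeq2 adjusted p = 7.50e-08), gstp1 by 0.93 (standard error 0.27, DESeq2 adjusted p = 0.00966), psmd3 by 0.87 (standard error 0.16, DESeq2 adjusted p = 1.09e-05), hmgb1a by 1.31 (standard error 0.48, DESeq2 adjusted p = 0.0556) and hmgb3a by 2.42 (standard error 0.38, DESeq2 adjusted p = 4.75e-08). The difference between both changes was 4.15 for txn (Benjamini-Hochberg adjusted p = 1.91e-07), 1.80 for gstp1 (0.00133), 1.47 for psmd3 (6.09e-06) and 3.05 for hmgb3a (3.88e-05). For hmgb1a it was 2.12 with an adjusted p of 0.153, which became 4.92e-05 once the covariance from the shared control was subtracted. Of the paralogs, hmgb1b overlaps tex26 and was not lowered in 28.5-rad (0.28 in the authors' deposited table). Its difference was 1.38 (adjusted p = 0.0156), and that of hmgb3b was 0.59 (0.76, and 0.0304 with the covariance subtracted).

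**Figure D2:**
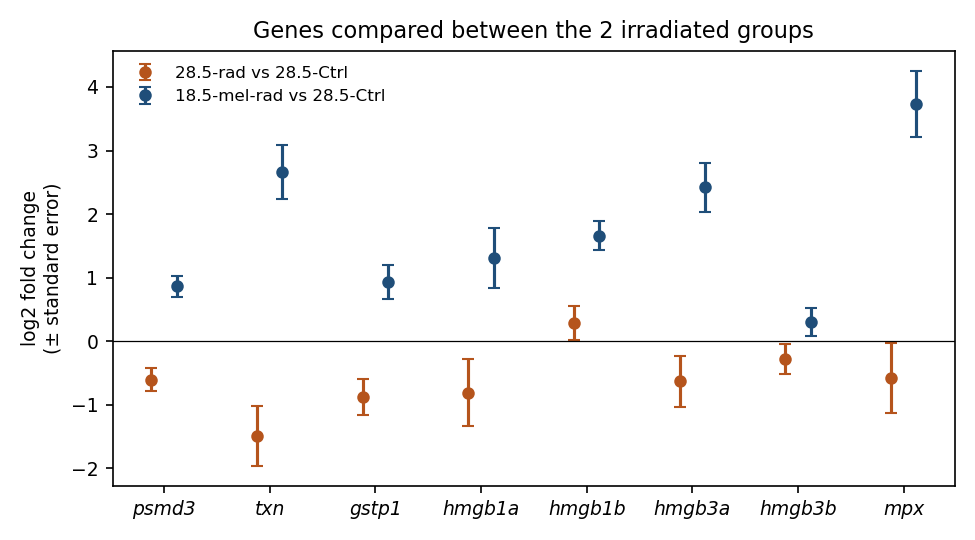
Log2 fold change against 28.5-Ctrl in 28.5-rad and in 18.5-mel-rad of the 7 genes and of mpx; points are the authors' estimates and bars their standard errors. The bars of the 2 groups do not meet for any of these genes and are closest for hmgb3b.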

*PSMD3* is a component of the proteasome involved in removing damaged or unfolded proteins, consistent with the reported enrichment of ER-associated degradation pathway [93]. Additionally, *TXN* has previously been shown to confer radio-resistance and mitigate radiation-induced lethality [94]. Similarly, *GSTP1* has been associated with increased radiation resistance [95] while *HMGB1* has been shown to promote cell survival and decrease apoptosis [96]. This highlights further genetic mechanism through which torpor may confer protective effects. 

### 3.5. Network Analysis of the Radiation and Torpor + Radiation Groups Reveal Differential Regulation of Radio-Resistant Genes

NetNC [45] analysis of DE genes for the radiation (28.5-rad vs 28.5-Ctrl) and torpor + radiation (18.5-mel-rad vs 28.5-Ctrl) groups produced two networks for each condition (28.5-rad_NET_UP, 28.5-rad_NET_DOWN, 18.5-mel-rad_NET_UP, 18.5-mel-rad_NET_DOWN). 

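By the calls of the authors' deposited table for each comparison, 133 genes were DE in 28.5-rad and 1016 in 18.5-mel-rad among the 6835 genes tested in both, and 48 were DE in both (Fisher's exact test, one-sided, p = 8.01e-10). Of the shared genes, 41 (85.4%) changed in the same direction. Both comparisons use the same 28.5-Ctrl libraries, which alone makes their changes alike. In 100 simulations of unchanged groups against shared controls, as many top genes overlapped by a median of 53 genes, with 100% in the same direction, although no simulated gene pair passed the thresholds in both. Across 18069 genes, which are not independent replicates, Spearman's rho of the log2 fold changes was 0.399, against 0.545 to 0.579 in the simulations. Pearson's r, the alternative that moved the value most, was 0.541, also below the simulated range. The simulations gave every library equal spread, an assumption that was not tested.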

Merging of the networks in Cytoscape produced an integrated network (as seen in Figure 10) (cytoscape network available in Supplementary Network S1) revealing considerable overlap in the NetNC results for each condition and producing two networks that reveal common response mechanisms. 

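A list of 22 genes expressed in the ovary had a median log2 fold change of 2.57 in 28.5-rad and 2.42 in 18.5-mel-rad, each above all matched random lists. Their mean expression was low, with a median of 6.28 normalized counts in the authors' deposited table of 28.5-rad, and 0 members were DE in 28.5-rad (1 at an unadjusted p-value of at most 0.05, 0 adjusted over the list alone) and 2 in 18.5-mel-rad, 1 raised and 1 lowered (2 adjusted over the list alone). The lowered gene was the most abundant member, h1-10, chosen after its value was seen, at -0.94 (standard error 0.22, DESeq2 adjusted p = 7.13e-04) in the authors' deposited table of 18.5-mel-rad. Over the 10 members with a mean expression of at least 10 normalized counts, the medians were 2.97 and 2.74.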

BiNGO [47] analysis of the merged upregulated clusters defined in comparison to the control group were annotated with GO terms and included oogenesis, development terms and the regulation of transcription, biosynthetic and metabolic processes. 

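Coagulation and complement factors are made in the liver, and a list of 28 liver genes that includes them was lowered as a class. Its median log2 fold change was -2.70 in 28.5-rad and -2.62 in 18.5-mel-rad, each below all matched random lists, and 0 members were raised in either comparison. Of the members, 0 were DE in the authors' deposited table of 28.5-rad, where 0 of the 21 with a p-value had an unadjusted one of at most 0.05, and 1 in that of 18.5-mel-rad (0 and 1 adjusted over the list alone). The rank among random lists leaves out the spread between fish, which these p-values include. The 7 members without a p-value in 28.5-rad were vtg1 to vtg7, genes of yolk proteins, with log2 fold changes from -6.15 to -4.54 in the authors' deposited table.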

The merged downregulated clusters were annotated with a response to stimulus, coagulation, wound healing response, complement response and development. 

A comparison of networks across conditions was undertaken to inform the effects of torpor upon radiation response (Figure 10, Table 2). 

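The radNET_only genes of Table 2, mpz, slc6a1b, rho and hoxb1b, had a median mean expression of 0.415 normalized counts and no adjusted p-value in the authors' deposited table of 28.5-rad. Their log2 fold changes there ran from 1.87 for rho to 3.09 for hoxb1b, with standard errors from 3.24 to 4.89, and the lowest unadjusted p-value was not under 0.05. Each of the 4 is listed at a log2 fold change of 0.00 in the authors' deposited table of 18.5-mel-rad. Their median percentile among genes of like mean expression was 98 in 28.5-rad, but at this depth a change was not detectable.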

Four genes were present in 28.5-rad_NET_UP but absent from the NetNC results for 18.5-mel-rad (radNET_only, Table 2). These included *Mpz*, a myelin sheath component that is induced by axon injury [97], suggesting that torpor might protect against radiation-induced demyelination. A GABA symporter (*SLC6A1B*) important for gut motility and *Rho*, a GTPase involved in stress fibre formation [98,99] was also part of radNETonly. 

Thirteen genes showed opposite regulation profiles, occurring in both 18.5-mel-rad_NET_UP and 28.5-rad_NET_DOWN (OPP_13, Table 2). For example, *Mpx* upregulated in 18.5-mel-rad is a gene involved in myelopoiesis which is a process that has previously been reported to increase resistance to infection when induced prior to radiation [100]. 

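The 13 entries of OPP_13 correspond to 14 zebrafish genes, since Mylk has a pair of genes. In the authors' deposited table of 18.5-mel-rad, 3 were DE raised and 11 were not called, 6 of these without an adjusted p-value. By the authors' deposited table of 28.5-rad, 0 of the 14 were DE and 8 had no adjusted p-value, while 4 had an unadjusted p-value of at most 0.05. The median percentile among genes of like mean expression was 2.9 in 28.5-rad and 78.4 in 18.5-mel-rad. Of the developmental genes in this group, foxj1b and tnni1b had mean expression of 1.63 and 1.93 normalized counts in the authors' deposited table of 18.5-mel-rad, where their standard errors were 1.55 and 2.14; tnni1b overlaps nav1b.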

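Mpx encodes the myeloperoxidase of neutrophils and had a log2 fold change of 3.73 (standard error 0.53, DESeq2 adjusted p = 7.58e-10) in the authors' deposited table of 18.5-mel-rad, at percentile 99.6 among genes of like mean expression. In 28.5-rad it was at -0.58 (standard error 0.55, DESeq2 adjusted p = 0.823) in the authors' deposited table, and not DE. The difference of 4.31 passed the test of the difference (Benjamini-Hochberg adjusted p = 2.16e-05).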

OPP_13 also contained developmental (*HMGB3a*, *Foxj1b*, *tnni1b)* [101,102,103], proliferation (*epha4b)* [104] and, neuron development (*sulf2a*) [105] genes. Furthermore, we also observed upregulation of *Mylk*, which is important for gut motility [106] and epithelial survival [107] however as it also has roles in stress fibre formation [108] through rho signalling, further work should assess whether torpor regulates fibrosis. 

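The islet hormone gene ins had a log2 fold change of -2.45 (standard error 0.98, DESeq2 adjusted p = 0.268) in the authors' deposited table of 28.5-rad and 0.90 (standard error 0.94, DESeq2 adjusted p = 0.632) in that of 18.5-mel-rad, and was DE in neither. Its percentiles among genes of like mean expression were 0.8 and 96.4. The difference between both changes, 3.35 (standard error 1.36), did not pass the test of the difference (Benjamini-Hochberg adjusted p = 0.368); with the covariance of the shared control subtracted it did (0.00137). In 18.5-mel-rad the endocrine pancreas list had a median of 0.73, at percentile 99.99 of the matched random lists.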

Pathway analysis of the radiation group suggests exposure reduces the availability of glucose in the GIT, whereas the NetNC results for the torpor + radiation group shows the upregulation of *ins*, involved in glucose uptake. Additionally, we also noted the upregulation of a fatty acid binding protein (*fabp7a*) expressed in CNS development [109] as well as the upregulation of *sst1.1* which has been observed to inhibit locomotion [110] and may therefore play a role in the reduced activity seen in the torpor model. 

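The log2 fold change of fabp7a in the authors' deposited table of 18.5-mel-rad was 1.93 (standard error 0.74, DESeq2 adjusted p = 0.0729), at percentile 96.2 among genes of like mean expression and from a mean expression of 13 normalized counts. Against 28.5-rad, where no adjusted p-value is given, its difference was 4.38 (Benjamini-Hochberg adjusted p = 0.0928), which fell short at 0.128 with the standard errors enlarged for 3 libraries. For sst1.1 the fold change in the authors' deposited table was 0.65 (standard error 0.83, DESeq2 adjusted p = 0.709) and not DE, at percentile 91.4, and the difference from 28.5-rad was 3.13 (adjusted p = 0.277, and 4.68e-04 with the covariance of the shared control subtracted).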

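The torpor_NET_only genes of Table 2, among them msx2b, wnt11f2 and lmx1bb, had a median mean expression of 0.635 normalized counts in the authors' deposited table of 18.5-mel-rad, and 10 of the 14 were under 1. None of the 14 has an adjusted p-value, and 2 had an unadjusted p-value of at most 0.05, msx2b and lmx1bb. With the adjustment recomputed over all genes with a p-value, msx2b passed the thresholds (Benjamini-Hochberg adjusted p = 0.0234). The log2 fold change of msx2b was 5.37 (standard error 1.64) and that of lmx1bb, which overlaps mvb12bb, 3.88 (standard error 1.87) in the authors' deposited table, at percentiles 99 and 97.8 among genes of like mean expression. In 28.5-rad all 14 are listed at a log2 fold change of 0.00 in the authors' deposited table.

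**Figure D3:**
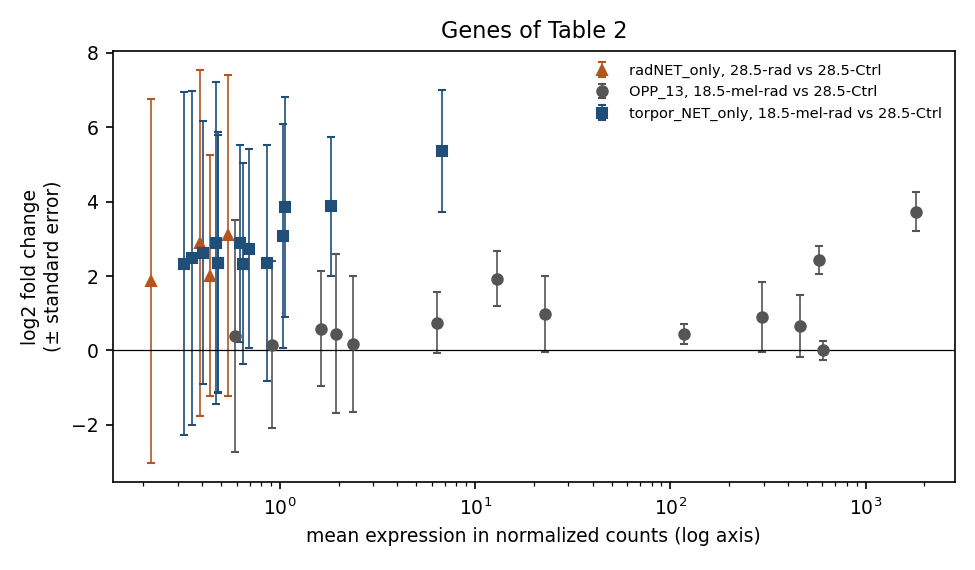
Log2 fold change against mean expression (log axis) for the genes of Table 2, as radNET_only in 28.5-rad and OPP_13 and torpor_NET_only in 18.5-mel-rad; points are the authors' estimates and bars their standard errors. The genes of radNET_only and torpor_NET_only lie at under 10 normalized counts, and the bars of msx2b, lmx1bb, wnt11f2, myl7, smyd1b and pomca stay clear of 0 among them.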

Fourteen genes were present in 18.5-mel-rad_NET_UP and not in the NetNC results for the 28.5-rad (torpor_NET_only, Table 2). Several of these function in development, morphology (*wnt4, wnt11f2, irx2a, msx2b*, *sox19a*, *tbx5a)* [111,112,113,114,115,116] and cell proliferation *(msx2b*) [117]. Other genes belonging to torpor_NET_only function in neurogenesis *(Foxi1, irx2a, sox19a*) [118,119], neuron differentiation (*emx3, lmx1bb*) [120,121], synaptic function (*sncga*) [122] and plasticity (*pcp4a*) [123,124] which may be globally upregulated in response to the melatonin which has previously been associated with promoting neurogenesis [125,126]. Upregulation of stem cell, developmental and proliferative genes might offer protective affects by increasing cell survival and ensuring correct morphology during cell replacement responses, while those genes involved in neuronal development should be investigated further for signs of neuroprotective affects *in situ*.

## 4. Discussion

### 4.1. Induced Torpor Reduces Metabolism

Our work demonstrates a reduction in metabolism upon exposure to reduced ambient temperatures and melatonin as evidenced by the downregulation of key metabolic pathways namely, fatty acid degradation, glycolysis, oxidative phosphorylation and the TCA cycle. As reported in previous studies of cold acclimatisation, a hypometabolic state leads to an increase in energy stores. This has been associated with conferring a better physical condition, enabling cells to cope better with an increase in stress-associated energy demands and may therefore represent one way in which inducing torpor may confer protection against radiation stress [22]. Additionally, reduced temperatures have also been associated with a longer lifespan suggesting a slowing of the aging process in a hypometabolic state [127]. On the contrary, unsuccessful acclimatisation can cause thermal shock and cold stress leading to the depletion of lipid energy stores [128] as the main energy reserve mobilised during stress in zebrafish [129]. 

The torpor + radiation group also showed a downregulation of energy producing pathways including glycolysis, TCA cycle and oxidative phosphorylation while like that of the radiation group we see an increase in fatty acid metabolism. The induction of lipid metabolism is likely stress induced from radiation exposure; however, given that the experimental design included the use of torpor prior to radiation exposure which would increase in lipid stores, their depletion is less likely than without the use of torpor. Further work is needed to define energy expenditure and energy stores during torpor with the addition of stress. Furthermore, the suggested increase in lipid stores during torpor prior to radiation exposure is supported by and provides a rationale for the indications of ferroptosis, as an increase in lipid content would fuel an increase in peroxidation. While an increase in lipid energy stores leads to a better physical condition and by virtue a better ability to deal with stress, it is not yet known whether the benefits of increased energy supplies outweigh the increase risk of programmed cell death and this warrants further investigation.

### 4.2. Low Dose Radiation Perturbed Key Circadian Rhythm Genes

Our results suggest that low dose radiation causes perturbation of circadian rhythm given that all zebrafish were housed using the same light/dark cycle. 

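The clock genes were also divided into those of the Per and Nr1d limb and those of the Clock and Bmal limb, after their values were seen. The 18 genes of the Per and Nr1d limb had a median log2 fold change of 1.12 in 28.5-rad, above all matched random lists, with 6 DE raised and 0 lowered in the authors' deposited table. The 11 genes of the Clock and Bmal limb had a median of -1.15, below all matched random lists, with 4 DE lowered and 0 raised. Among the 5 most raised and the 5 most lowered genes in the authors' deposited table were nr1d1, with 2.75 (standard error 0.39, DESeq2 adjusted p = 1.97e-09), and rorcb, which overlaps cactin, with -2.4 (standard error 0.38, DESeq2 adjusted p = 1.46e-07). From these changes in fish housed under the same light/dark cycle, the paper proposes that low dose radiation perturbs the circadian rhythm.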

Several factors associated with spaceflight influence circadian rhythms such as microgravity, lighting conditions, workloads and shift work [130]. However, while the effects of low dose radiation on circadian rhythm (CR) have not been well characterised in the context of spaceflight, this work suggests that radiation itself may be a contributing factor to its perturbation. Additionally, and more specifically, the CR also plays a role in the normal functioning of the GIT [131]. Circadian clock disruptions have been linked to various GIT-related disorders including constipation, IBS, peptic ulcers, metabolic syndrome or cancer [132]. These disorders alter the GIT functionality and represent major obstacles to maintaining astronaut health during long-term space travel. While these results reveal a radiation-induced increase in the CR gene, *Per3*, its expression in the torpor group was downregulated. Similarly, the absence of the enrichment of the CR in the torpor + radiation group suggests that its perturbation is not as pronounced during torpor which may mitigate its contribution to disease. 

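The log2 fold change of per3 was 1.23 (standard error 0.19, DESeq2 adjusted p = 1.18e-07) in the authors' deposited table of 28.5-rad and -0.86 (standard error 0.26, DESeq2 adjusted p = 0.00499) in that of 18.5-mel. Among genes of like mean expression its percentiles were 99 and 38.6. In 18.5-mel-rad per3 was at -0.14 (standard error 0.18, DESeq2 adjusted p = 0.7) in the authors' deposited table, and this change was lower than that in 28.5-rad by the test of the difference (-1.37, Benjamini-Hochberg adjusted p = 1.23e-04).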

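In 18.5-mel-rad the list of 34 clock genes had a median log2 fold change of 0.14, at percentile 85.6 of the matched random lists, with 11 members DE raised and 2 lowered in the authors' deposited table, and 13 DE when adjusted over the list alone. With the mean in place of the median it was 0.48, at percentile 99.91. The Per and Nr1d limb had a median of 1.02 there, above all matched random lists, and the Clock and Bmal limb one of 0.02, at percentile 45.1. Single genes differed from 28.5-rad by the test of the difference, such as rorcb by 2.68 (Benjamini-Hochberg adjusted p = 2.21e-04), cry3b by 1.47 (adjusted p = 6.88e-05) and nr1d2b by -1.23 (adjusted p = 3.01e-04), genes chosen after their values were seen. The difference of clocka, 1.26, did not pass it (adjusted p = 0.184) except with the covariance of the shared control subtracted (9.76e-05). From the absence of circadian enrichment in the torpor + radiation group, the paper proposes that torpor makes the perturbation of the rhythm less pronounced.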

Although, this may be a function of the addition of melatonin which may or may not feature in future models of induced torpor. Previous work has also shown that the CR can influence mouse GIT cell survival after radiation depending on when they were irradiated, which show increased apoptosis during waking hours (06:00–09:00) [133] and may suggest a therapeutic role for circadian altering drugs during solar particle events. Additional work is needed to further understand the role of circadian rhythm in the abnormal physiological effects of long duration spaceflight. 

### 4.3. Low Dose Radiation Induced a Glucocorticoid Stress Signalling Response

Our results indicate that radiation exposure is leading to glucocorticoid (GC) signalling which occurs in response to stress [134]. Given that our results represent a cell state 48 h after the last radiation exposure this suggests a prolonged stress response and is strengthened by the evidence showing that radiation produces a persistent stress response in space radiation studies of mouse intestine [135]. Sustained systemic GC levels have been implicated in pathologies such as osteoporosis, myopathy, reduced serum vitamin D levels and cataracts [136,137] which are already known to occur in spaceflight [138,139,140]. This points to a role for radiation-induced GC levels being a contributing factor. Furthermore, the link between GC signalling and the CR has long been known. The literature shows that rhythmic GC release is under circadian control via the hypothalamic-pituitary-adrenal axis [141], although, the expression of some peripheral clock genes are also induced by GCs (*PER2* for example) [142]. GCs are therefore considered to act as peripheral circadian co-ordinators [143]. These results therefore provide evidence that stress signalling can alter peripheral clock gene expression and provides a mechanism for radiation induced circadian perturbation in peripheral tissues such as the GIT. Given the wide-ranging roles in regulating homeostatic processes in the body and the disease-causing potential, further work should focus on the role of the CR and GC signalling during spaceflight.

### 4.4. Low Dose Radiation May Affect Nutritional Status of Astronauts

Nutrient uptake is an essential function of the GIT and its normal functioning during space travel is important to ensure the adequate nutritional status of astronauts during and post long-term missions. However, the GIT is a radiosensitive organ and space-related radiation and ROS is known to cause injury to the epithelial cells [135,144]. Radiation exposure has been observed to stimulate nutrient uptake by altering the expression of important nutrient transmembrane transport proteins in the gut epithelium [88]. Indeed, these results also show that a change in transporters in the GIT cells could affect gut functionality and the nutritional status of astronauts. For example, the increase in lipid uptake is consistent with a radiation-induced stress response given that lipids are the primary fuel source in times of stress in zebrafish [145]. Similarly, increased lipid and protein uptake may be a homeostatic measure to correct imbalances caused by ROS damage or replace energy stores depleted by a shift to their metabolism. The torpor + radiation group also had a dysregulation of genes involved in absorption and anion transport, which may suggest a lack of protection against changes to gut functionality. However, it has been suggested that future models of induced torpor in humans could deliver nutrients intravenously via Total Parental Nutrition, which is used in medical practice, contains all necessary nutrients and bypasses the digestive system mitigating the need for absorption in the GIT [146].

### 4.5. Torpor May Protect against Radiation through Increased Pro-Survival Signalling

One indication that torpor confers a radio-protective effect was the presence mitotic, pro-survival and anti-apoptotic signals. This feature is also backed by previous studies showing an increase in cell division in cold-acclimatised zebrafish attributed to the over-expression of *CDC48* [147]. These pro-survival signals were also apparent in the torpor + radiation group and were notable given that radiation is known to halt the cell cycle. Progression through the cell cycle might therefore indicate that compared to the radiation group, these cells received less damage, repaired it and overcame the cell cycle arrest phase. It might also be that an increase in mitogenic signals imparted from the torpor variable has swayed cell fate decisions to push through the cell cycle. It is important however to consider that this could lead to the passing on of harmful mutations to daughter cells, so more work is needed to define if there is a change in rate of mutations and diminished efficiency of repair mechanisms at colder temperatures. A summary table (Table S15) conveys the most notable and non-redundant biological themes impacted in each experimental condition. 

### 4.6. Torpor May Reduce Radiation-Induced Oxidative Stress

The radiation and the torpor + radiation group were both experiencing a stress response which was likely induced by radiation-induced ROS. This was indicated in the torpor + radiation group by the enrichment of glutathione metabolism, suggesting an antioxidant response. However this is not to say that oxidative stress is only occurring in this group. In fact, we posit that this group is experiencing less oxidative stress due in part to the reduction in metabolic pathways which generate ROS, and the ‘oxygen effect’. This phenomenon states that less radiation-induced ROS is generated by low oxygen concentrations in a cell, which normally positively correlates with the amount of damage received during irradiation [148]. Given that a hypoxic environment in the torpor + radiation group is supported by the enrichment of a response to decreased oxygen levels, radiation exposure in this group could be generating less ROS compared to the radiation-only group, at the same dose. The oxygen effect could therefore provide a plausible mechanism for a conferred radioprotective effect. In addition, the use of melatonin to increase sedation in this torpor model is also likely providing additive protection against the radiation exposure as an antioxidant which has previously been shown to attenuate gamma-ray-induced intestinal damage [149]. However, further functional work is needed to validate the results. 

### 4.7. Torpor May Lead to Removal of Radiation Damaged Proteins

Where one might expect an increase in protein degradation following radiation exposure previous work has shown counterintuitively, that low dose ionising radiation has an inhibitory effect on proteasome activity [150], explaining the absence of its enrichment in the results from the radiation group. In both the torpor-only and torpor + radiation group however, we see an increase in ER-associated protein processing pathways including ubiquitin-mediated degradation and refolding responses. The presence of this response in these groups suggests it is a response to reduced temperatures and is backed by studies in cold-adapted Antarctic fish showing elevated levels of protein ubiquitylation thought to protect cells from cytotoxic build-up of misfolded proteins [151,152]. We therefore suspect this to be the case in zebrafish, as a cold-tolerant species and suggest it may be beneficial in removing radiation-damaged proteins, although additional study is needed to assay the quality of cellular protein content.

### 4.8. Considerations for Inducing Torpor in Mammals

It has been suggested that zebrafish enable cold-tolerance through the production of specific isozymes through RNA processing and Spliceosome pathway (found to be enriched in our work) producing enzymes that are functional under colder temperatures [153,154,155]. Further work is needed to determine if this adaptive response to cold temperatures is conserved or needed in mammalian systems given that the induction of an appropriately designed synthetic torpor would mitigate the need to maintain normal physiological processes. 

Studies on the mechanisms of torpor induction in rodents have revealed biochemical controls of reducing metabolic rate by downregulating the electron transport chain, or a reduction in body temperatures via neuronal circuits in the hypothalamus in rodents [156,157]. In contrast studies into the induction of synthetic torpor in non-hibernating mammals have focused on molecules such as iodothyronamines [158], adenosine and α2 adrenergic agonists which confer metabolic suppressing traits [159]. While this study exploits the ability of zebrafish to reduce their metabolism and body temperatures in response to changing ambient temperatures [19], it is recognised that an important step to successfully inducing torpor in homoetherms will involve bypassing thermogenesis, a mechanism used to maintain a stable body temperature. Future research will therefore involve drugs that show promise in suppressing shivering such as meperidine (pethidine), clonidine and doxapram. These drugs are shown to be most effective without significant respiratory depression [21]. Further research will address how animals that utilise torpor have evolved to make it tolerable for long periods of time without sustaining injury, to elucidate the underlying mechanisms that would make it more tolerable in humans.

## 5. Conclusions

The reinvigoration of space exploration and interest in interplanetary manned missions to Mars will create both challenges and opportunities. For example, long-duration, Earth-independent missions will require sufficient food, water and oxygen to sustain a crew for long periods of time while maintaining quality and nutritional content, as well as exposing the crew to harmful galactic cosmic rays and potential solar flares. There is therefore an urgent need to develop innovative countermeasures to ensure crew health. This study showed that low dose radiation exposure, likely to be experienced on a 6-month journey to Mars can trigger a stress response involving, disruption of the circadian rhythm, cell cycle arrest, changes to metabolism and transporters that could impact nutrient uptake and digestion of lipids and proteins. However, an induced torpor state may confer protection by the induction of mitogenic, pro-survival signals, reducing apoptotic signals, lowering metabolism, increasing energy stores; enabling cells to meet energy demands. Similarly, a reduction in oxygen content in cells may decrease the amount of ROS that can be generated from the same dose of radiation, therefore leading to less cellular damage. While continuing work will validate the results, this detailed preview of the GIT transcriptome of an induced torpor model provides compelling evidence for a conferred radio-protective effect and promising clues for its exploitation during space travel.

## Figures and Tables

**Figure 1:**
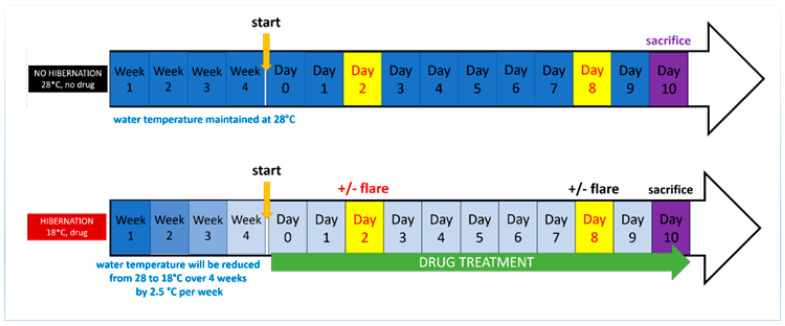
Experiment timeline shows the radiation group (**top**) maintained at 28.5 °C, receiving radiation on the 2nd and 8th day prior to sacrifice on the 10th day. The torpor + radiation group (**bottom**) was lower temperature acclimatised over 4 weeks, when 18.5 °C was reached they also received 24 µM of melatonin daily for 10 days. Radiation exposure was administered on the 2nd and 10th day prior to sacrifice on the 10th day.

**Figure 2:**
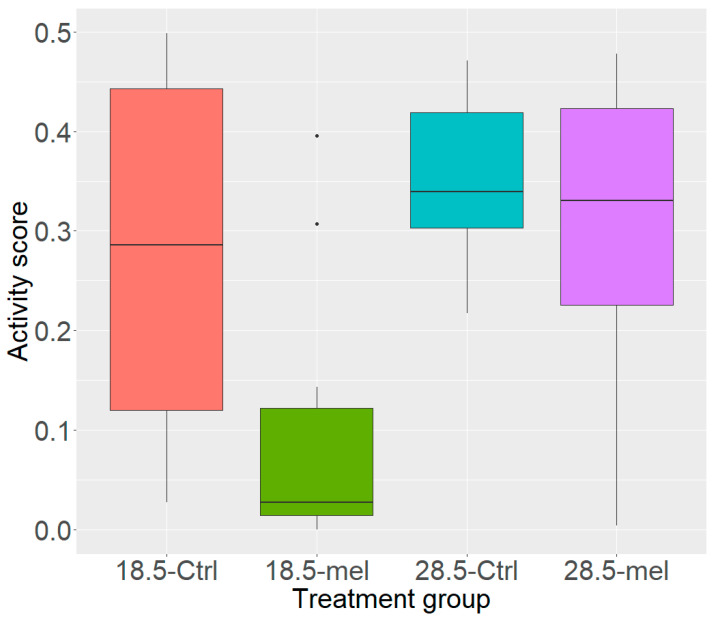
Activity Scores. The control group (28.5-Ctrl) inhabited all areas of the beaker. The torpor group (18.5-mel, q = 0.002) had a significantly lower activity score than either control or temperature group (28.5-Ctrl, 18.5-Ctrl, q = 0.030). Lowering temperatures alone (18.5-Ctrl, q = 0.030) reduced activity while the melatonin group (28.5-mel, q = 0.538) did not significantly reduce activity.

**Figure 3:**
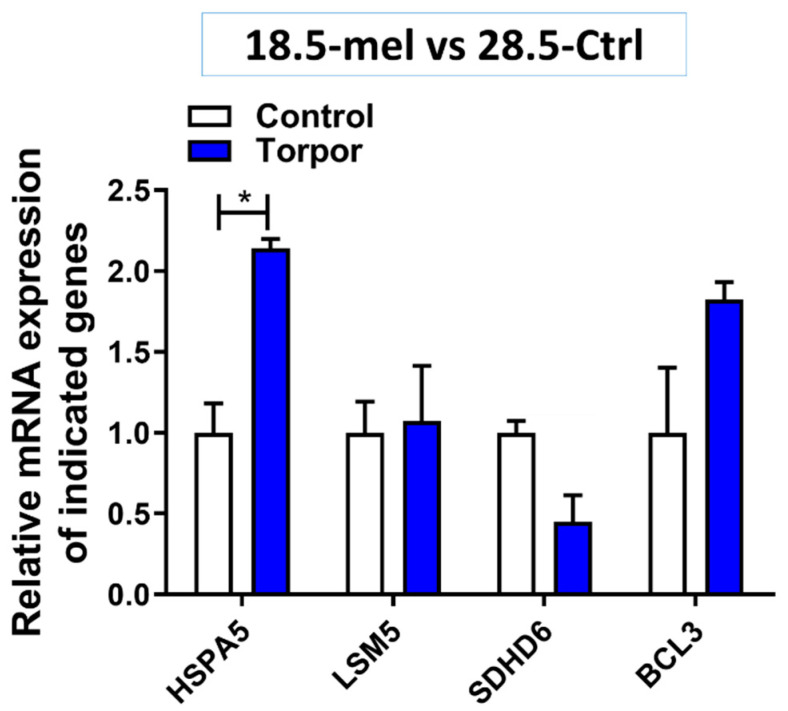
Gene expression in the torpor (18.5-mel) group compared to that in the control (28.5-Ctrl) group. The figure shows the relative increase in expression of *HSPA5* (*p* = 0.013) and while not significant *BCL3* expression (*p* = 0.107) is also increased. It also demonstrates an almost significant decrease in expression of SDHD6 (*p* = 0.05) compared with control, supporting the results from DE analysis. * *p* < 0.05.

**Figure 4:**
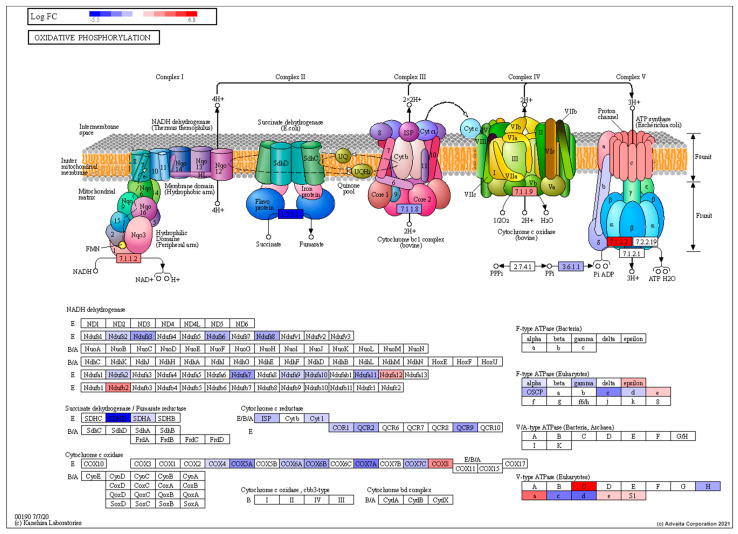
Pathway topological diagram of the oxidative phosphorylation pathway produced by KEGG showing differentially expressed genes from a comparison between the torpor and control group showing the torpor group experienced an overall downregulation of several key subunits of electron transport chain proteins such as NADH dehydrogenase, succinate dehydrogenase and cytochrome c oxidase, indicating reduced energy production. RED: upregulated, BLUE: downregulated.

**Figure 5:**
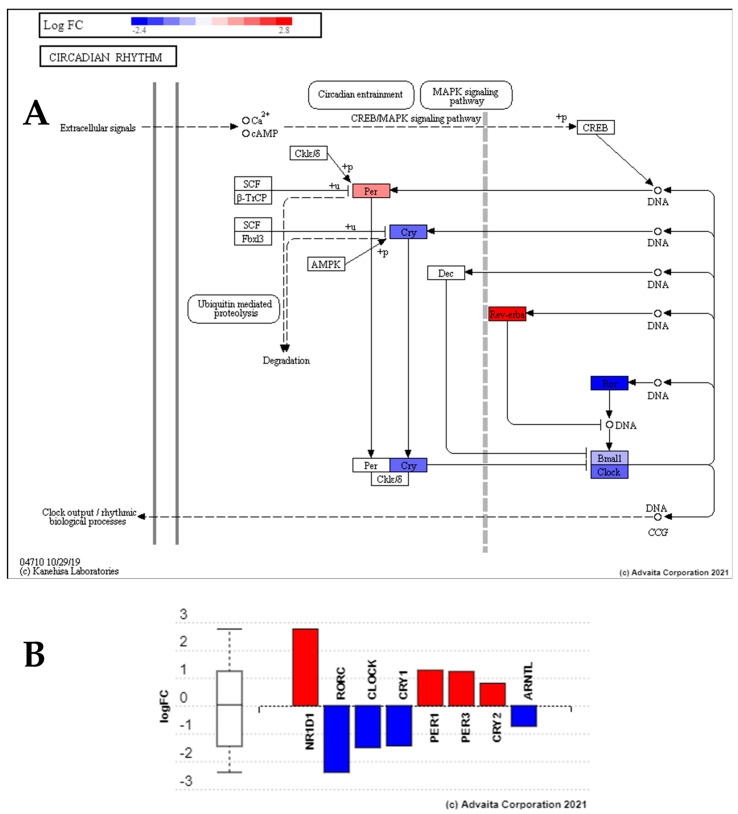
Perturbation of circadian rhythm pathway genes from exposure to low dose radiation compared to control group. This reveals upregulation of Per and Rev-Erba, and the downregulation of Cry, Clock, Bmal and Arntl in comparison to the control group (28.5-Ctrl), suggesting low dose radiation perturbs the circadian rhythm. (**A**) Pathway topological diagram showing position and regulation of differentially expressed circadian rhythm genes. RED: upregulated, BLUE: downregulated. (**B**) Bar chart showing fold change of differential expression of the key clock genes.

**Figure 6:**
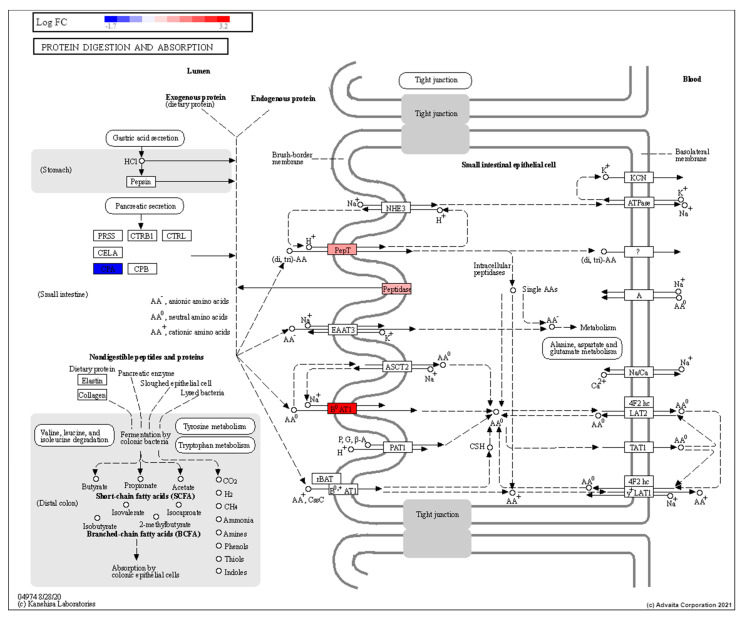
Topological diagram of the protein digestion and absorption pathway showing the upregulation (28.5-Rad vs 28.5-Ctrl) of peptidases and amino acid transporters on the brush border membrane in response to low dose radiation exposure RED: upregulated, BLUE: downregulated.

**Figure 7:**
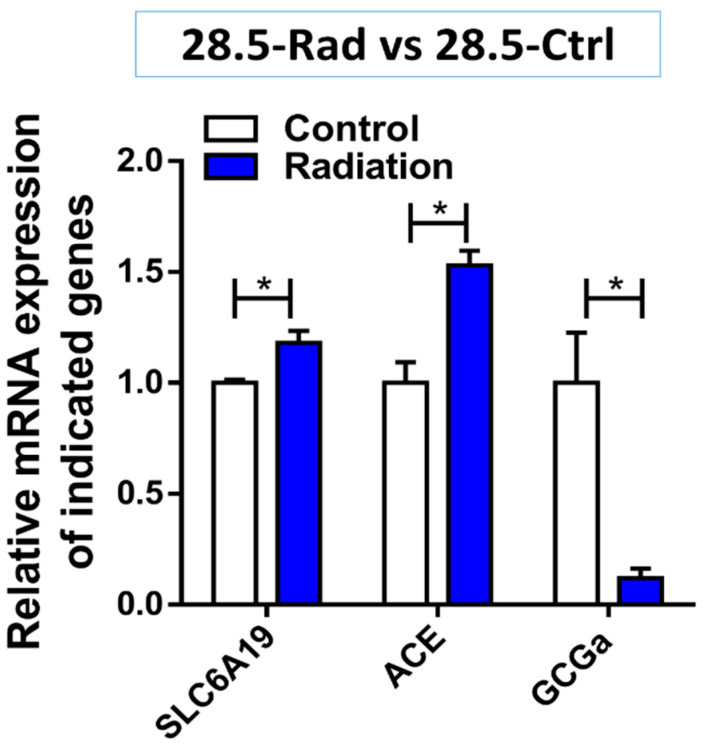
Gene expression in the radiation (28.5-Ctrl) group compared with control (28.5-Ctrl). The figure shows the increase in expression of *SLC6A19* transporter (*p* = 0.041) and the angiotensin system gene *ACE* (*p* = 0.022) while *GCGa* involved in increasing blood sugar levels is downregulated (*p* = 0.032) compared to the control. * *p* < 0.05.

**Figure 8:**
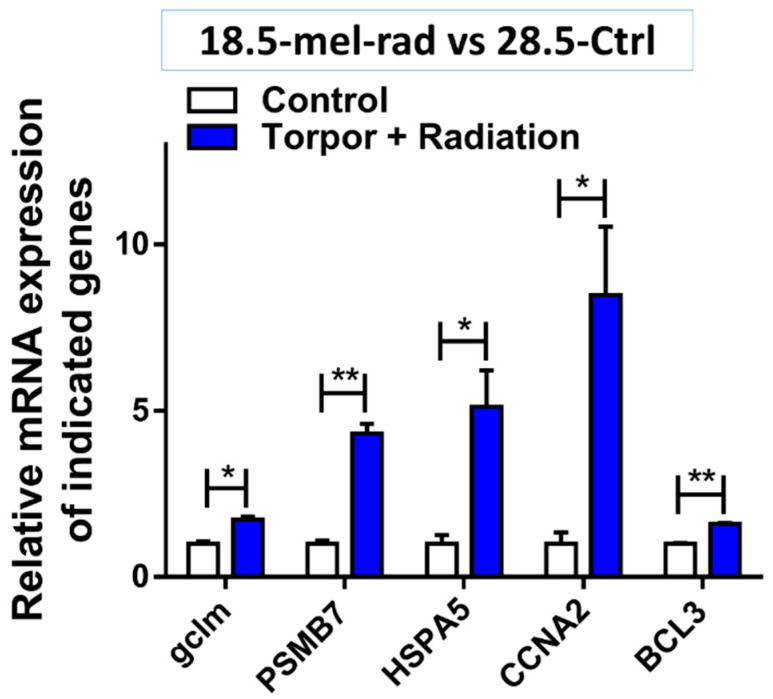
Validation of gene expression in the torpor + radiation (18.5-mel-rad) group compared with control (28.5-Ctrl). The figure shows the increase in expression of *GCLM* (*p* = 0.011), *PSMB7* (*p* = 0.004), *HSPA5* (*p* = 0.035), *CCNA2* (*p* = 0.036) and *BCL3* (*p* = 0.001911), relative to the control (28.5-Ctrl) involved in glutathione metabolism, proteasome complex, protein refolding, cell cycle and anti-apoptosis, respectively. * *p* < 0.05, ** *p* < 0.001.

**Figure 9:**
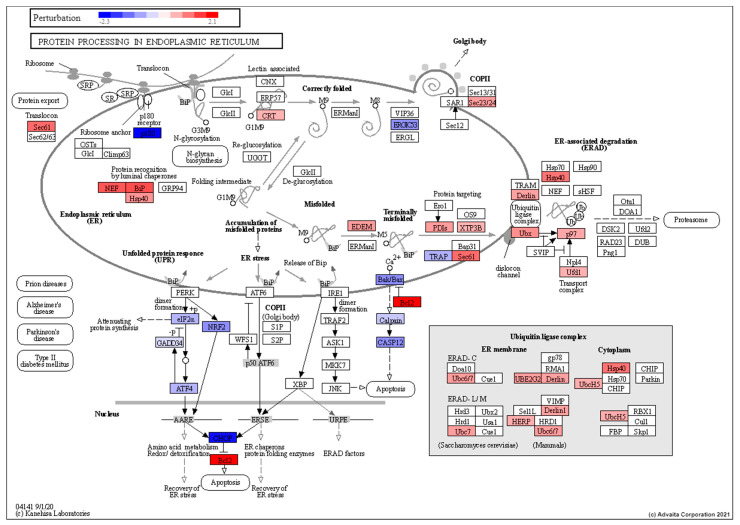
Perturbation of genes encoding proteins involved in ER-associated protein degradation showing an increase in expression of chaperones involved in detecting misfolded proteins (*NEF, BiP, Hsp40*), as well as those involved in the ER-associated degradation pathway (*Derlin, UBx*). This also shows an increase in anti-apoptotic genes (*BCL2*) and a decrease in pro-apoptotic genes (*Casp12*). RED: upregulated, BLUE: downregulated.

**Figure 10:**
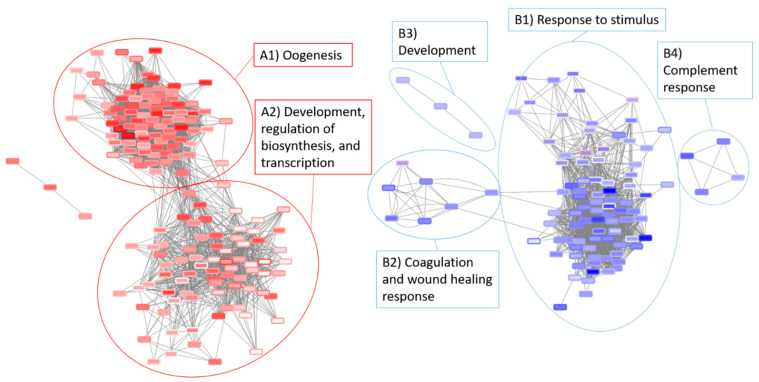
Integrated networks of the radiation (28.5-rad) and the torpor+radation group (18.5-mel-rad) generated by NetNC analysis. Fold change values for the radiation group are shown by node fill colour, values for torpor + radiation are represented by the shape border colour. Node shapes indicate: NetNC-predicted coherent genes in both groups (rectangular), in the radiation group only (oval), in the torpor + radiation group only (diamond) and changed in opposite directions (triangular). Results from each condition show very substantial overlap, with some notable differences being the upregulation of genes in the torpor + radiation group (18.5-mel-rad vs. 28.5-Ctrl) that confer radio-resistance (*TXN*, *GSTP1)* and promote survival (*HMGB1).*

**Table 1:** Overview of the experimental groups showing the experimental group names, key, sample number per condition, values of radiation exposure, ambient water temperature and melatonin treatment.

Group	Key	Sample (N)	Radiation (cGy)	Water Temperature (°C)	Melatonin (µM)
Control	Ctrl	6	0	28.5	0
Melatonin	28.5-mel	6	0	28.5	24
Temperature	18.5-Ctrl	6	0	18.5	0
Torpor	18.5-mel	6	0	18.5	24
Radiation	28.5-rad	6	32.64	28.5	0
Torpor + radiation	18.5-mel-rad	6	32.64	18.5	24

**Table 2:** Genes found to be dysregulated between the radiation group and torpor + radiation group as determined from the integrated NetNC network.

radNET_Only	OPP_13	torpor_NET_Only
*rho* *mpz* *slc6a1b* *hoxb1b*	*mpx* *hmgb3a* *fabp7a* *myh7* *mylk* *ins* *epha4b* *sst1.1* *foxj1b* *tnni1b* *sulf2a* *actn2b* *sncga*	*msx2b* *lmx1bb* *wnt11f2* *myl7* *tbx5a* *smyd1b* *pomca* *sox19a* *wnt4* *gbgt1l4* *emx3* *pcp4a* *irx2a* *foxi1*

## Data Availability

The data that support the findings of this study are openly available in NCBI Gene Expression Omnibus, and are accessible through GEO Series accession number GSE169522 at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE169522 accessed on 31 January 2021.

## Supplementary Materials

The following are available online at https://zenodo.org/record/4699873#.YH0YST8RVPY. Figure S1: iPG Metabolic pathways torpor vs control.png, Figure S2: IPG Protein processing in endoplasmic reticulum Torpor vs control.pn, Figure S3: iPG Metabolic pathways torpor with radiation vs control.png, Network S1: integrated network radiation vs control torpor with radiation vs control.cys, Video S1: Trial 1.mp4, Video S2: Trial 2.mp4, Video S3: Trial 3.mp4, Video S4: Trial 4.mp4, Video S5: Trial 5.mp4, Video S6: Trial 6.mp4, Video S7: Trial 7.mp4, Video S8: Trial 8.mp4, Video S9: Trial 9.mp4, Video S10: Trial 10.mp4, Video S11: Trial 11.mp4, Video S12: Trial 12.mp4, Table S1: Output Zebrafish Torpor Experiment, Table S2: qPCR primers.docx, Table S3: DEG torpor vs control group zebrafish and human IDs.xls, Table S4: webgestalt torpor vs control group zebrafish IDs.xlsx, Table S5: webgestalt torpor vs control human ID.xlsx, Table S6: ipathwayguide torpor vs control human IDs.xlsx, Table S7: DEG radiation vs control group zebrafish human IDs.xlsx, Table S8: webgestalt radiation vs control group zebrafish ID.xlsx, Table S9: webgestalt radiation vs control group human IDs.xlsx, Table S10: ipathwayguide radiation vs control group human IDs.xlsx, Table S11: DEG torpor with radiation vs control group zebrafish IDs human IDs.xlsx, Table S12: webgestalt torpor with radiation vs control zebrafish IDs.xlsx, Table S13: webgestalt torpor with radiation vs control human ID.xlsx, Table S14: ipathwayguide torpor with radiation vs control human IDs.xlsx, Table S15: impacted biological themes across each condition.docx.

## Abbreviations

DE	Differentially expressed
FC	Fold change
FTI	Functional Target Identification
CR	Circadian Rhythm
GC	Glucocorticoid
GIT	Gastrointestinal Tract
IACUC	Institutional Animal Care and Use Committee
IMP	Integrative Multi-species Prediction
MUSC	Medical University of South Carolina
ORA	Over-Representation Analysis
PCA	Principal component analysis
RAS	Renin-Angiotensin System
ROS	Reactive oxygen species
TCA	Tricarboxylic acid

How the deposited data were processed for this re-analysis (not part of the article)

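The gastrointestinal tract of zebrafish was sequenced by the authors in 4 groups, a control group at 28.5 °C (28.5-Ctrl, 2 samples by the labels), a torpor group at 18.5 °C with 24 µM melatonin (18.5-mel, 2), a radiation group at 28.5 °C (28.5-rad, 3) and a torpor + radiation group (18.5-mel-rad, 4). Table 1 of the paper gives 6 fish in each group. Fish codes in the labels begin with F in both control samples and with F or M in the irradiated groups, and those of 18.5-mel carry no letter. No label states what the letters mean. The radiation dose is 32.68 cGy in the paper's methods and 32.64 cGy in the sample labels. The authors checked reads with FastQC, trimmed them with Cutadapt, aligned them to GRCz11 with STAR, counted them with HTSeq and compared each treated group with 28.5-Ctrl in DESeq2; the paper's text does not name the versions, the strand setting or covariates.

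The analysis started from the 3 tables of these comparisons. Each log2 fold change and its standard error, on the log2 scale, was fitted by the authors with DESeq2 and taken as deposited by them. The p-value and the Benjamini-Hochberg adjusted p-value were deposited by the authors from DESeq2's Wald test, and a missing adjusted p-value was kept as missing. The Wald score in the deposited tables, the log2 fold change over its standard error, was computed by the authors and used only to check the columns. The mean expression is the authors' mean of normalized counts over the samples of their fit. No values per sample were used, so no standard deviation, no new count model and no left-out sample could be computed.

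Of the identifiers of the 18.5-mel table, 29230 had a gene symbol, and 19071 were also in both other tables. By symbol, 20116 genes were matched to the RefSeq annotation of GRCz12tu, which is not the build of the tables and was used only for which genes overlap. The spans of 4363 overlap another gene.

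A gene was DE at an adjusted p-value of at most 0.1 and an absolute log2 fold change of at least 0.58, the paper's thresholds. The genes named are those the paper's results or Table 2 name for a comparison and the 5 most raised and 5 most lowered DE genes with a symbol; genes outside this rule, such as single clock, mitochondrial, vitellogenin and translocon genes, were chosen after their values were seen. Results for some genes are not reported here. Each log2 fold change was ranked among the 500 genes nearest in mean expression. For a gene list, the median log2 fold change was ranked among 10000 random lists of the same size matched on mean expression, each member drawn from 201 neighbouring genes, and a list stood apart below percentile 2.5 or above percentile 97.5. Members were drawn independently, so the percentile allows neither for genes that move together nor for the spread between fish.

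Before the data were examined, 20 lists were fixed from general knowledge of the genes: cytosolic ribosomal proteins, mitochondrial ribosomal proteins, oxidative phosphorylation subunits, TCA cycle, glycolysis, proteasome subunits, spliceosome and splicing factors, ER chaperones and ERAD, mitotic cell cycle, circadian clock, p53 targets, ovary, testis, liver, exocrine pancreas, endocrine pancreas, striated muscle, heart, erythrocyte and enterocyte. They stand in for the paper's enriched terms, whose members were not used here. After the data were seen, 12 lists were added: replication-dependent histones, small structured RNAs, interferon-stimulated genes, ER translocon, the Per and Nr1d limb and the Clock and Bmal limb of the clock, fatty acid synthesis and lipid homeostasis, peroxisome, hypoxia response, NF-kB and TNF signalling, amino acid metabolism, and ferroptosis and glutathione.

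The change in 18.5-mel-rad was compared with that in 28.5-rad gene by gene with a normal test of the difference of the authors' DESeq2 estimates, two-sided, with Benjamini-Hochberg adjustment over 18069 genes. Overlaps of DE genes were tested with Fisher's exact test, one-sided, and log2 fold changes were correlated across genes. Beside both stand 100 simulations of unchanged groups against the shared control libraries, with equal spread assumed in every library. The depth of each library was read from genes with reads in 1 library, whose mean expression is a whole multiple of 1 step. In the 18.5-mel table, 107 genes with a mean expression below 20 had no read in the 28.5-rad table. The means of 100% of these were made of whole reads of 2 libraries. For the irradiated groups, read totals assume that the normalized counts of each library sum to the mean expression over all genes; for 18.5-mel, whose table holds a gene with 11.2% of that sum, only an upper limit was computed, for the shallower library.

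The alternatives fixed beforehand were adjusted p-values of at most 0.05 and 0.01, no fold change threshold and a fold change of at least 2, 1 entry per gene identifier, a mean expression of at least 10, Benjamini-Hochberg adjustment recomputed over all genes with a p-value, Pearson's r, genes DE in neither comparison, the covariance of the shared control subtracted, random lists drawn from all genes, and the mean in place of the median. Chosen after seeing the data were a log2 threshold of 0.6, genes that overlap no other gene, and standard errors of the 18.5-mel-rad table enlarged 1.08 times for 1 library in 2 columns.

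All steps were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 and tested on simulated data with fixed seeds. With 200 of 18069 genes changed, the test of the difference recovered 93% with 0% false calls, and with the covariance subtracted 100% with 12.3% false calls. Both were simulated with the error correlation of 0.632 that the subtraction assumes. A correlation of 0.632 from shared controls was found as 0.631. Of unshifted lists 5% lay outside the limits and of shifted lists 100%. The simulated genes were independent, so these shares do not cover lists whose genes move together. The read steps of 12 of 12 libraries were recovered.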

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

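The tests of gonad, liver and islet tissue, of shared controls and of gene span were set before the data were examined; the tests of overlapping genes, RNA selection, the doubled library, interferon genes, ER translocon genes, enterocytes and striated muscle were chosen only after the result was seen.

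The change of 238 genes differed between 18.5-mel-rad and 28.5-rad by a test of the difference. Among them were txn, by 4.15 on the log2 scale, mpx by 4.31, hmgb3a by 3.05, gstp1 by 1.80 and psmd3 by 1.47. With standard errors enlarged for 1 library in 2 columns the count was 186, a setting chosen after seeing the data, though a uniform factor does not show which genes rest on that library. Both changes are against the same control libraries, which enter them alike. A different mix of cells remains open. Temperature and melatonin differ between the groups together and were not separated, and the sequencing facility of each sample was not known here, so a batch and the condition cannot be told apart.

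In 18.5-mel the mitochondrial gene mt-nd6 was raised, at 6.95 (standard error 0.26, DESeq2 adjusted p = 3.92e-154) in the authors' deposited table, while mt-co1 was lowered, at -2.14 (standard error 0.21, DESeq2 adjusted p = 4.76e-22); both were chosen after their values were seen, and mt-nd6 lies on the other strand of the mitochondrial genome. The rise was not limited to mt-nd6. Of other mitochondrial genes chosen in this way, mt-nd5 was raised too, at 2.43 (standard error 0.25, DESeq2 adjusted p = 2.43e-20). Lowered were mt-co2, mt-co3 and mt-cyb, at -2.08, -1.46 and -0.945. Among genes with a mean expression below 100 in the 28.5-rad table, those that overlap a gene with a mean expression of 1000 or more were raised as well, with a median of 1.08 over 78 genes at percentile 99.8, against 0.18 for genes without an overlap, and not in 28.5-rad (0.15, percentile 91.2) or 18.5-mel-rad (-0.05, percentile 18.9). Genes that overlap a less abundant gene were raised too in 18.5-mel, with a median of 1.02 over 551 genes where it had 100 to 1000 and 0.61 over 1826 where it had less than 100, both above all matched random lists. A candidate explanation is that reads of the overlapping gene, such as those of the other strand, were counted in the 18.5-mel libraries and not in the others. The rise beside genes of less than 100 leaves open another property of overlapping genes, which was not tested. Reads of overlapping genes are not the whole cause of the many DE genes in 18.5-mel, because 4449 were DE among genes that overlap no other gene.

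Replication-dependent histone genes, whose RNA mostly has no poly(A) tail, were lowered in 18.5-mel, with a median of -3.51 over 15 genes, below all matched random lists, 7 of them DE. Their median was 1.11 in 18.5-mel-rad and -0.60 in 28.5-rad, over 6 genes. The non-coding RNA rn7sl1 was lowered too, at -10.77 (standard error 0.49, DESeq2 adjusted p = 9.17e-104) in the authors' deposited table. Another RNA selection or library preparation for the 18.5-mel libraries may be the source. Mitotic genes rose in this comparison, which argues against less cell division as the source. The trend with gene span does not decide between facilities, since Spearman's rho was 0.0181 in 18.5-mel and -0.0182 in 18.5-mel-rad, across genes, which are not independent replicates. It was larger in 28.5-rad, at 0.172 over 6518 genes, and the cause was not tested. The facility and the group cannot be told apart, as no label gives the facility.

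Interferon-stimulated genes were lowered in 18.5-mel-rad, with a median of -1.54 over 36 genes, below all matched random lists. The list was lowered in the comparisons that share the control as well, at -0.71 in 28.5-rad and -2.23 in 18.5-mel, both below all matched random lists. This is consistent with an interferon response in the 28.5-Ctrl fish. An effect of torpor on top of it stays open.

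Genes of the ER translocon were lowered in 28.5-rad, with a median of -0.51, below all matched random lists, 5 of 24 DE. Exocrine pancreas genes were lowered at -0.89 there. In 18.5-mel-rad the pancreas genes were lowered too, at -0.69 (percentile 0.41, and 20.6 with the mean), while the translocon list was at 0.13. A smaller share of exocrine pancreas could lower both lists in 28.5-rad, but the raised ER genes of 18.5-mel-rad might mask it there, so the pancreas and the radiation cannot be told apart.

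Ovary genes were raised in 28.5-rad, with a median of 2.57, above all matched random lists. In 18.5-mel-rad it was 2.42, the opposite of the direction set beforehand from the letters in the sample codes, so a greater share of ovary in the controls is argued against. Ovary tissue carried over in the irradiated groups would give the like rise in both and stays open, as 10 of the 22 genes reached a mean expression of 10. The rise was not limited to irradiated groups. In 18.5-mel the median was 1.88 (percentile 98.2), though not apart from random lists with the mean in place of the median. Over members with a mean expression of at least 10 it was 2.45 (percentile 99.7). The most abundant member, h1-10, was not raised, at -0.36 in the authors' deposited table of 28.5-rad, and was DE lowered in that of 18.5-mel-rad, at -0.94 (DESeq2 adjusted p = 7.13e-04). In that of 18.5-mel it was DE raised, at 0.99 (DESeq2 adjusted p = 0.00685).

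Liver genes were lowered in 28.5-rad, with a median of -2.70, from -6.15 to -0.35 over the 28 genes, and it was -2.62 in 18.5-mel-rad and -3.08 in 18.5-mel. Its most abundant members in the authors' deposited table of 28.5-rad were apobb.1, also on the enterocyte list, with a mean expression of 137271 normalized counts and a log2 fold change of -0.35, and the yolk protein gene vtg1, with 40458 and -6.15 (standard error 2.36, no adjusted p-value). Liver tissue in the dissected gut of the control fish may give this, and it would lower coagulation and complement genes in every comparison. All 28 genes of the list had a mean expression of at least 10, and whether the gut itself expressed less of them was not tested. Female fish make yolk proteins in the liver, so the sex of the fish stays open for these genes. The codes of both control samples begin with F, whereas each irradiated group holds codes with F and codes with M. If these letters give the sex, which no label states, sex is not balanced between the control and the irradiated groups. Other DE genes of these comparisons could depend on it as well, which was not tested.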

How the results depend on the processing

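The tests with a log2 threshold of 0.6, with genes that overlap no other gene and with larger standard errors were chosen only after the result was seen. All other alternatives were set before the data were examined.

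At an adjusted p-value of at most 0.01, 4313 genes were DE in 18.5-mel (2834 raised, 1479 lowered), 65 in 28.5-rad (49 and 16) and 644 in 18.5-mel-rad (324 and 320). At 0.05, the lowered genes of 28.5-rad numbered 26. A fold change of at least 2 left 58 DE genes in 28.5-rad (33 raised, 25 lowered) and 674 in 18.5-mel-rad (378 and 296). Among genes that overlap no other gene, 4449 were DE in 18.5-mel, 2168 of them raised. Fewer genes were tested in this setting, but overlapping genes were also raised more often. Among genes with a mean expression below 100 in the 28.5-rad table, 29.2 to 35.9% of overlapping genes were DE raised, against 19.4% without an overlap. All other counts of DE genes stayed within 1.5 times the main count. With the covariance from the shared control subtracted, the genes that differed between 18.5-mel-rad and 28.5-rad numbered 2481 (1252 higher, 1229 lower). In simulated data this setting recovered 100% of changed genes with 12.3% false calls, against 93% and 0% for the main test. Those data were simulated with the same error correlation that the setting assumes, so its share of false calls in the real data is not known. The setting was not combined with the standard errors enlarged for 1 library in 2 columns.

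Against random lists drawn from all genes, 5 process lists of 18.5-mel moved below the limits, with unchanged medians: cytosolic ribosomal proteins -0.66 (percentile 0), mitochondrial ribosomal proteins -0.26 (percentile 0.22), oxidative phosphorylation -0.53 (percentile 0.01), TCA cycle -0.73 (percentile 0.28) and glycolysis -0.41 (percentile 1.13). Abundant genes were lower as a whole in 18.5-mel, and the random lists matched to the ribosomal list had a median of -0.76. In 18.5-mel, proteasome subunits 0.14 (percentile 52.4), splicing 0.47 (percentile 84.1), ER genes 0.35 (percentile 70.2) and mitotic genes 1.22 (percentile 96.9) fell inside the limits, as did p53 targets of 28.5-rad at -0.19 (percentile 6.46), while in 18.5-mel-rad TCA cycle -0.26 (percentile 1.35) and glycolysis -0.23 (percentile 0.72) moved outside. Of 27 medians of tissue lists, 8 moved outside the limits and 0 inside. Below them were enterocyte (percentile 0.24) and exocrine pancreas genes (0.43) of 18.5-mel, and above them testis genes of 18.5-mel (99.8), 28.5-rad (99.8) and 18.5-mel-rad (99.6), erythrocyte genes of 28.5-rad (98.1) and 18.5-mel-rad (97.7) and heart genes of 18.5-mel-rad (99.6).

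With the mean in place of the median, 18.5-mel gave -0.34 (percentile 1.06) for cytosolic ribosomal proteins, -0.43 (percentile 0.1) for oxidative phosphorylation and -0.83 (percentile 0.92) for the TCA cycle, now outside the limits, and 0.36 (percentile 49.1) for proteasome subunits, 0.63 (percentile 72.7) for splicing, 0.75 (percentile 69) for ER genes and 1.17 (percentile 88.3) for mitotic genes, now inside. In 28.5-rad it gave -0.30 (percentile 18) for cytosolic ribosomal proteins, -0.12 (percentile 18.3) for mitochondrial ribosomal proteins, -0.11 (percentile 8.66) for oxidative phosphorylation, -0.18 (percentile 2.78) for splicing and -0.16 (percentile 15.5) for p53 targets, now inside, and -0.36 (percentile 2.19) for glycolysis, now outside. In 18.5-mel-rad it gave -0.56 (percentile 3.17) for cytosolic ribosomal proteins, now inside, and 0.48 (percentile 99.91) for clock genes and 0.45 (percentile 99) for p53 targets, now outside. Members with a mean expression of at least 10 gave -0.14 (percentile 1.31) for ER genes in 28.5-rad, now stronger. The direction reversed for the enterocyte list of 18.5-mel-rad with the mean, at 0.13 (percentile 99.3), and for striated muscle of 18.5-mel-rad over members with a mean expression of at least 10, at -0.42 (percentile 1.52). The cause of these changes was not tested. Lists of mitotic, proteasome, ER and splicing genes in 18.5-mel-rad kept their direction and their side of the limits under all 3 alternatives.

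Among named genes, 6 of 103 adjusted p-values rose above 0.1 when the adjustment was recomputed over all genes, abcc4, gstp1, klf7b, psmd3 and txn in 28.5-rad and srp9 in 18.5-mel-rad. Of 37 adjusted p-values of named genes missing from the authors' deposited tables, those of per1a in 28.5-rad and msx2b in 18.5-mel-rad were at most 0.1 with this recomputed adjustment. With the larger standard errors 3 of 20 rose above 0.1, those of ccna2, fabp7a and srp9 in 18.5-mel-rad. Of the differences between the irradiated groups, 32 of 112 passed only with the covariance subtracted. Overlaps, same-direction shares and correlations had the same outcome under the alternatives run.

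No paired analysis was possible because the tables carry no values per sample, so no replicate block was fitted. For the same reason no replicate was left out and no edgeR test was run on counts. A filter on human orthologs and matching by them were not run, as no ortholog column was used here. Low genes are limited in 18.5-mel, where 1 read weighed most. No gene below a mean expression of 63.1 normalized counts has an adjusted p-value in 28.5-rad, against 1.55 in 18.5-mel and 7.84 in 18.5-mel-rad, so this limit does not follow the depth.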

Differences from the paper's values

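The comparison of depth and of cry1a with cry3b was chosen only after the result was seen. The paper's Fig. 5B shows CRY1 at about -1.5 in 28.5-rad, read by eye, while cry1a was at 0.30 in the authors' deposited table. None of the alternatives set before the data were examined changes a log2 fold change, so none closed the gap; the gene cry3b, chosen after its value was seen, is at -1.44 in the authors' deposited table. The paper states a minimum of 25 M sequenced reads per library, and the shallower 18.5-mel library held at most 4.29 M counted reads by its read step. These are different scales, sequenced against counted reads, and no alternative applies.

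Counts of DE genes lay within 1.5 times the paper's. The paper's 3602 raised and 2413 lowered genes of 18.5-mel were reached at an adjusted p-value of at most 0.05, and its 99 raised and 47 lowered genes of 28.5-rad with no fold change threshold. A log2 threshold of 0.6, chosen after seeing the values, gave 749 raised and 688 lowered genes in 18.5-mel-rad, against the paper's 749 and 690, which do not sum to its 1436.

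For 18.5-mel, the paper gives TRAF1/2 as increased, and the authors' deposited table calls traf2b raised, while traf2a was not called and traf1 was at -0.32. It gives Bcl-2 as increased, and the authors' deposited table has bcl2a lowered, at -2.93, and bcl2b not called, at -1.04. Bid is given as decreased, and bida was not called (DESeq2 adjusted p = 0.274 in the authors' deposited table). SLC6A19 is given as lowered, and of its 3 genes slc6a19b was lowered and slc6a19a.1 and slc6a19a.2 were raised in the authors' deposited table. Lists of ribosomal, oxidative phosphorylation, TCA cycle and glycolysis genes, processes the paper gives as lowered, had medians that did not stand apart from random lists of like mean expression. Under alternatives set before the data were examined they did: all of them against lists drawn from all genes, and with the mean in place of the median the ribosomal (percentile 1.06), oxidative phosphorylation (0.1) and TCA cycle (0.92) lists.

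For 28.5-rad, the paper gives ABCD4 and ANPEP as raised and DLAT and GCG as lowered. Of their genes the authors' deposited table calls anpepb raised and gcgb lowered, and does not call abcd4 (DESeq2 adjusted p = 0.818), anpepa (0.506), dlat (0.133) or gcga (0.126). HMGB1 and HMGB3 are given as lowered, and none of their 4 genes was called in the authors' deposited table, with 0 at an unadjusted p-value of at most 0.05 and hmgb1b at 0.28. PER1 and CRY1 are given as dysregulated, where per1b was called, per1a has no adjusted p-value, and cry1a and cry1b were not called in the authors' deposited table. The genes of OPP_13 are placed among the lowered ones, and the authors' deposited table calls 0 of them in 28.5-rad, with 4 at an unadjusted p-value of at most 0.05. With the Benjamini-Hochberg adjustment recomputed over all genes, an alternative set before the data were examined, per1a passed (adjusted p = 2.40e-09), and none of the alternatives called another of the genes not called above.

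For 18.5-mel-rad, the paper gives ins and sst1.1 as raised, and neither was called in the authors' deposited table. It gives NF-kB signalling as raised, where the list of 18.5-mel-rad stood at percentile 18.9 of the matched random lists. The genes of radNET_only and torpor_NET_only are placed in the raised networks, and none has an adjusted p-value in the authors' deposited table of 28.5-rad or 18.5-mel-rad, respectively. Of these, msx2b alone passed when the adjustment was recomputed over all genes, set before the data were examined (adjusted p = 0.0234).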

Other observations

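The tests of the clock limbs, Table 2 depth, the doubled library, enterocytes and striated muscle were chosen only after the result was seen. Log2 fold changes of the 3 comparisons were positively correlated across genes, which are not independent replicates, and Spearman's rho of 28.5-rad and 18.5-mel-rad was 0.399, below the 0.558 that the simulation gave for unchanged groups with shared controls. For 18.5-mel and 18.5-mel-rad it was 0.29 (simulated 0.508) and for 18.5-mel and 28.5-rad 0.143 (simulated 0.478). The shared controls could account for all of this correlation, but the simulation does not decide it. Every simulated library had equal spread, although a read weighed far more in 18.5-mel than in 28.5-Ctrl. For the pairs with 18.5-mel, the simulated correlations and shares in the same direction may therefore be too high to serve as a reference. DE genes shared by 18.5-mel and 18.5-mel-rad numbered 790, 86.7% in the same direction, against 93.8% of as many top genes in the simulation. Shared by 18.5-mel and 28.5-rad were 77, 48.1% in the same direction, against 97.9%.

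The table of 18.5-mel-rad holds 1 library in 2 columns, and with standard errors for 3 libraries 1211 genes were DE, within 1.5 times the main count. A uniform factor cannot show which genes rest on that library, so its effect cannot be told apart from the group's. Of the libraries in the tables, 3 were in neither compared group in all 3.

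The limbs of the clock moved apart in 28.5-rad, with the Clock and Bmal limb at -1.15 and the Per and Nr1d limb at 1.12. In 18.5-mel they were at 0.23 (percentile 63.2) and 0.40 (percentile 88.7), and the whole clock list at -0.09 (percentile 67.6). A different time of day at collection could move both limbs as radiation would, and no label gives the hour, so both cannot be told apart.

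The 14 torpor_NET_only genes of Table 2 had a median standard error of 3.09 in 18.5-mel-rad and the 4 radNET_only genes one of 4.48 in 28.5-rad, which is consistent with too few reads to place them in a network. For the muscle genes of Table 2, the general list of striated muscle genes was examined, whose 3 most abundant members are not in Table 2. Over its 10 members with a mean expression of at least 10, the median was -0.42 in 18.5-mel-rad and -0.69 in 28.5-rad. The members went both ways. Of the 3 most abundant ones, myhb was at -8.44 in 28.5-rad and -1.42 in 18.5-mel-rad in the authors' deposited tables, a difference of 7.02 (adjusted p = 0.143, and 4.16e-05 with the covariance of the shared control subtracted). The other 2 were acta1a at -1.0 and 0.66 and pvalb9 at 0.30 and -1.17 in the authors' deposited tables, for which no test of the difference is reported here. A different share of muscle in the dissected gut stays open. For islets, the endocrine pancreas list was at -1.02 in 28.5-rad and 0.73 in 18.5-mel-rad, which a different share of islet tissue may give. Enterocyte genes that the paper does not name had a median of 0.20 in 28.5-rad against 1.12 for those it names. The paper named its genes from these libraries, so this gap decides nothing, and the other genes were raised as well, at percentile 98 of the matched random lists. A larger share of enterocytes in 28.5-rad stays open.

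Medians of the lists reported at no claim were as follows, with percentiles of the matched random lists. The median of testis genes was 1.35 in 18.5-mel (percentile 97.3), 0.25 in 28.5-rad (93.7) and 0.39 in 18.5-mel-rad (81). It lay above the limits over members with a mean expression of at least 10, at 5.26 over 10 genes in 18.5-mel (99.98) and 0.48 over 7 in 28.5-rad (99.5), and with the mean of all members in 18.5-mel, at 2.38 (percentile 99.91). In the authors' deposited table of 18.5-mel, 13 testis genes were DE raised and 0 lowered, and the most abundant, tex9, was at 6.33. The median of heart genes was 1.48 in 18.5-mel (percentile 73.9), -0.23 in 28.5-rad (16.9) and 0.79 in 18.5-mel-rad (80.4), and their mean in 28.5-rad -1.09 (percentile 0.28). Erythrocyte genes had 1.09 in 18.5-mel (percentile 72.9), 0.49 in 28.5-rad (92.9) and 0.72 in 18.5-mel-rad (92.1), and with the mean 1.10 (percentile 98.3) in 28.5-rad and 1.48 (percentile 99) in 18.5-mel-rad. Striated muscle genes had 0.85 in 18.5-mel (percentile 59.3), -0.11 in 28.5-rad (14.6) and 0.03 in 18.5-mel-rad (23.8), and members with a mean expression of at least 10 lay at percentile 0 in 28.5-rad. Ovary genes were at 1.88 in 18.5-mel (percentile 98.2, and 40.5 with the mean), exocrine pancreas genes at -0.72 (49.5) and endocrine pancreas genes at 0.00 (46). Small structured RNAs had a median of 0.00 in 18.5-mel (percentile 0.705) over 122 genes, 26 of them DE lowered, and -5.58 over the 29 with a mean expression of at least 10. In 28.5-rad, the list of cytosolic ribosomal proteins was at -0.30 (percentile 0.02), mitochondrial ribosomal proteins at -0.16 (0.22) and ER genes at -0.12 (2.74), with 0 members DE but 14, 2 and 2 at an unadjusted p-value of at most 0.05, and NF-kB and TNF signalling at 0.11 (92.4). In 18.5-mel p53 targets were at -0.25 (54.9), ferroptosis and glutathione genes at -0.48 (31.5) and NF-kB genes at -0.54 (12.9). Mitochondrial ribosomal proteins of 18.5-mel-rad were at 0.00 (34.8).

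The gene lsm5 was at 7.62 (standard error 0.27, DESeq2 adjusted p = 1.07e-166) in the authors' deposited table of 18.5-mel and overlaps psme2, at 3.00 (standard error 0.30, DESeq2 adjusted p = 5.68e-22); both were chosen after their values were seen.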
